# Alterations in cellular metabolic pathway and epithelial cell maturation induced by MYO5B defects are partially reversible by LPAR5 activation

**DOI:** 10.1152/ajpgi.00091.2024

**Published:** 2024-10-15

**Authors:** Michael Momoh, Sudiksha Rathan-Kumar, Andreanna Burman, Monica E. Brown, Francisca Adeniran, Cynthia Ramos, James R. Goldenring, Joseph T. Roland, Izumi Kaji

**Keywords:** enteroid, lysophosphatidic acid receptor, microvillus inclusion disease, mitochondria, mouse model

## Abstract

Functional loss of the motor protein myosin Vb (MYO5B) induces various defects in intestinal epithelial function and causes a congenital diarrheal disorder, namely, microvillus inclusion disease (MVID). Utilizing the MVID model mice *Vil1-Cre^ERT2^;Myo5b^flox/flox^* (MYO5BΔIEC) and *Vil1-Cre^ERT2^;Myo5b^flox/G519R^* [MYO5B(G519R)], we previously reported that functional MYO5B loss disrupts progenitor cell differentiation and enterocyte maturation that result in villus blunting and deadly malabsorption symptoms. In this study, we determined that both absence and a point mutation of MYO5B impair lipid metabolism and alter mitochondrial structure, which may underlie the progenitor cell malfunction observed in the MVID intestine. Along with a decrease in fatty acid oxidation, the lipogenesis pathway was enhanced in the MYO5BΔIEC small intestine. Consistent with these observations in vivo, RNA sequencing of enteroids generated from the two MVID mouse strains showed similar downregulation of energy metabolic enzymes, including mitochondrial oxidative phosphorylation genes. In our previous studies, we reported that lysophosphatidic acid (LPA) signaling ameliorated epithelial cell defects in MYO5BΔIEC tissues and enteroids. The present study demonstrated that the highly soluble LPA receptor (LPAR)5-preferred agonist Compound-1 improved sodium transporter localization and absorptive function and tuft cell differentiation in patient-modeled MVID animals that carry independent mutations in MYO5B. Body weight loss in male MYO5B(G519R) mice was ameliorated by Compound-1. These observations suggest that Compound-1 treatment has a trophic effect on the intestine with MYO5B functional loss through epithelial cell-autonomous pathways that can accelerate the differentiation of progenitor cells and the maturation of enterocytes. Targeting LPAR5 may represent an effective therapeutic approach for the treatment of MVID symptoms induced by different point mutations in MYO5B.

**NEW & NOTEWORTHY** This study demonstrates the importance of MYO5B for cellular lipid metabolism and mitochondria in intestinal epithelial cells, previously unexplored functions of MYO5B. The alterations may underlie the progenitor cell malfunction observed in microvillus inclusion disease (MVID) intestines. To examine the therapeutic potential of progenitor-targeted treatments, the effects of the LPAR5-preferred agonist Compound-1 were investigated utilizing several MVID model mice and enteroids. Our observations suggest that Compound-1 may provide a therapeutic approach for treating MVID.

## INTRODUCTION

Microvillus inclusion disease (MVID) is an autosomal recessive disorder characterized by feeding-induced dehydrating diarrhea typically presenting in the first week after birth (1, 2). MVID is caused by homozygous or compound heterozygous inactivating mutations in myosin Vb (MYO5B), an essential motor protein in the intestinal epithelial cells (3–5). Diarrhea in patients with MVID is associated with villus blunting, loss of microvilli on the apical membrane of enterocytes, the expansion of autophagic lysosomes, and loss of apical transporters, such as sodium/proton exchanger 3 (NHE3/SLC9A3), sodium-dependent glucose transporter 1 (SGLT1/SLC5A1), and peptide transporter 1 (PEPT1/SLC15A1) (6, 7). Continuous total parenteral nutrition and intestinal transplantation are currently the only treatment options for the severe malabsorption syndrome in patients with MVID (8).

To understand better the pathophysiology of the intestine with inactivated MYO5B, we have established several experimental models of MVID: MYO5B-deficient mouse strains (9), MVID patient-modeled mice with a compound heterozygous mutation at MYO5B(G519R) (7), and a genetically engineered pig model with a homozygous MYO5B(P663L) mutation that is homologous with the MYO5B(P660L) mutation identified in Navajo MVID patients (10). The mutant MYO5B(P660L) protein is a rigor mutant, which shows constitutive interaction with actin filaments (8). On the contrary, mutant MYO5B(G519R) protein colocalizes with RAB11A and is accumulated in abnormal vesicles in subapical spaces of enterocytes, indicating a different motor status than MYO5B(P660L) (7). Intestinal tissues of these animal models commonly show expanded proliferative crypts, blunted villi, and immature microvilli structures that lack proper localization of nutrient transporters, together phenocopying tissues of patients with MVID. Functionally, their expanded crypt cells maintain cystic fibrosis transmembrane conductance regulator (CFTR)-mediated chloride secretion, and immature villus cells lack sodium absorption through SGLT1, all underlying MVID’s characteristic malabsorption and deadly diarrhea (11). Both inhibiting abnormal secretion and enhancing absorptive functions are critical goals for the treatment of chronic diarrhea and malabsorption. Those animal models are useful tools to investigate the altered cell biology in MVID, which can provide insights to identify additional treatment options.

We recently found that a bioactive phospholipid species, namely, lysophosphatidic acid (LPA), can promote proper microvilli structure, suppress CFTR activity, and improve SGLT1-mediated absorption in MYO5B-deficient mice (12). The effect of LPA treatment on CFTR is recapitulated by an LPA receptor (LPAR)2 selective agonist. However, the LPAR2 activation does not promote sodium absorption, indicating that other LPA receptor(s) contribute therapeutic effects on MYO5B-deficient epithelial cells (12). Further study demonstrated that LPA(18:1) treatment restores the differentiation of the tuft cell lineage in the MYO5B-deficient intestine, correlating with the maturation of enterocytes that possess proper brush border structure with sodium transporters (13). These findings suggest that the trafficking and differentiation blockades induced by MYO5B inactivation can be overcome by LPA-activated pathways, leading to the possible development of drug treatments for MVID that could obviate the need for multiorgan transplantation or long-term total parenteral nutrition.

The RNA expression of G protein-coupled receptors for LPA (LPAR), *Lpar1*, *Lpar5*, and *Lpar6* has been identified in intestinal epithelial cells, although the topology of each receptor has not been clarified (14, 15). Previous studies have demonstrated that LPAR5 activation stimulates the trafficking of NHE3 to the apical membrane in enterocytes, which facilitates sodium and water absorption in mice (16, 17). Recent studies utilizing mouse enteroids suggest that LPAR activation is important for epithelial proliferation. LPA supplementation to the medium enhances the proliferation and differentiation of enteroids through LPAR1, independent of epidermal growth factor (18). Genetically engineered mouse enteroids also demonstrated that LPAR2 and LPAR5 reciprocally support cell proliferation (19). Furthermore, genetic deletion or chemical inhibition of LPAR5 in mouse enteroid cultures revealed that LPAR5 signaling in epithelial and nonepithelial cells is important for intestinal stem cell proliferation (20).

Based on these previous studies, we hypothesize that LPAR5 mediates the therapeutic effects of LPA treatment observed in MYO5B-deficient mice and enteroid models. In addition, natural LPA is not an ideal treatment to obtain consistent dosing because of its poor solubility and stability. Several LPAR subtype-specific agonists and antagonists have been developed for the treatment of different diseases (21, 22); however, LPAR5 agonists have not been examined in diarrheal disease models. Furthermore, the therapeutic effect of LPA signaling has not been examined on other MVID models than MYO5B-deficient mice. To test our hypothesis, we have synthesized UCM-05194 (23) and Compound-1 (24), which target LPAR1 and LPAR5, respectively. Here, we show that functional MYO5B loss impairs mitochondria and cellular metabolic pathways, which may affect epithelial cell development, and that the synthetic LPAR5 agonist Compound-1 partially rescued enterocyte maturation and tuft cell differentiation in two MVID mouse strains in vivo and in Navajo MVID patient-modeled pig enteroids.

## MATERIALS AND METHODS

### Mice

All animal studies were performed with approval from the Institutional Animal Care and Use Committee of Vanderbilt University Medical Center (M2000104). At 8–10 wk of age, MYO5BΔIEC and MYO5B(G519R) mice and littermate controls (*Vil1-Cre^ERT2^;Myo5b^+/flox^*, *Myo5b^G519R/flox^*, and *Myo5b^flox/flox^*) received a single dose of tamoxifen (100 mg/kg body wt) by an intraperitoneal (ip) injection (*day 0*) (9). In total, 23 male mice and 32 female mice were used in this study. LPA (18:1 1-oleoyl-Lyso PA) and GRI977143 solutions were prepared as previously reported (12), and Compound-1 and UCM-05194 were dissolved in PBS and Captisol solution, respectively. One of the LPAR agonists or vehicle was administered by an intraperitoneal injection once a day, and body weight changes and diarrhea symptoms were monitored. On *day 4*, mice were euthanized and the duodenum (0–8 cm from the pyloric ring), jejunum (8 cm following the duodenum), ileum (distal 8 cm from the ileocecal junction), and colon were collected for tissue assessments. To investigate starvation phenotype of the small intestine, four control mice underwent food restriction for 48 h with free access to water. The fasted mice were group-housed in regular cages with bedding. To prevent coprophagy, cages with bedding were replaced every 12 h.

### Imaging Mass Spectrometry

Small segments of the jejunum were isolated from control and MYO5BΔIEC mice and immediately frozen in liquid nitrogen. The frozen tissues were stored at –80°C until further procedure at the Vanderbilt Imaging Mass Spectrometry Core. Tissues were sectioned at 12 μm and Matrix (9AA) was applied via TM Sprayer. Metabolites were imaged on the 15 T Fourier Transform Ion Cyclotron Resonance (FT-ICR) at 50-μm-resolution in negative ion mode. Mass spectra of molecules of interest were visualized as heatmaps.

### Electron Microscopy

After euthanasia, mouse tissues were fixed with 2.5% glutaraldehyde in 0.1 M cacodylate by trans-cardiac perfusion following warm PBS perfusion. Small pieces of the intestine were further fixed in the same fixative, followed by sequential postfixation in 1% tannic acid and 1% Osmium tetroxide (OsO_4_) and en bloc stained in 1% uranyl acetate. All samples were dehydrated using a graded ethanol series. Transmission electron microscopy (TEM) samples were subsequently infiltrated with Epon-812 using propylene oxide as the transition solvent, followed by polymerization at 60°C for 48 h. Samples were sectioned at a nominal thickness of 70 nm using a Leica UC7 ultramicrotome. TEM imaging was performed using a Tecnai T12 operating at 100 keV using an Advanced Microscopy Techniques nanosprint Complementary Metal Oxide Semiconductor camera.

### Tissue Immunostaining

Immunofluorescence staining and imaging were performed as previously reported (13). Four-micrometer-thin sections were deparaffinized and rehydrated before performing antigen retrieval using 10 mM sodium citrate buffer, containing 0.05% Tween 20 (pH 6.0), in a pressure cooker for 15 min. After cooling down on ice, slides were rinsed in PBS and blocked with protein block serum-free (Dako) for 1 h at room temperature or overnight at 4°C. The primary antibodies against NDUFB8 (1:1,000, Abcam ab192878), HMGCS2 (1:50, Abcam ab137043), NHE3 (1:200, Novus NBP1-82574), SGLT1 (0.5 µg/mL, own) (12), LAMP1 (1:100, Santa Cruz sc-19992), PHH3 (1:50, Novus NBP3-08511IR, DyLight 750), Ki67 (1:100, Cell Signaling 11882S, Alexa Fluor 488), DCLK1 (1:2,000, Abcam ab202755 Alexa Fluor 647), PCNA (1:50, Santa Cruz sc-56 Alexa Fluor 647), β-catenin/CTNNB1 (12F7) (1:100, Novus NBP1-54467R, DyLight 550), villin (1:50, Santa Cruz sc-58897 Alexa Fluor 488), MUC13 (1:100, Santa Cruz, sc-390115 Alexa Fluor 546), and ACTG1 (1:100, Santa Cruz sc-65638 Alexa Fluor 546 or Alexa Fluor 790) were diluted in Dako antibody diluent with background reducing compound (S3022) and incubated on sections for 1 h at room temperature or overnight at 4°C. After rinsing in PBS, the slides were incubated with the corresponding secondary antibodies conjugated with fluorescence (The Jackson Laboratory) for 1 h at room temperature. Slides were rinsed and counterstained with Hoechst 33342 (4 mM, Thermo Fisher Scientific, Waltham, MA) in PBS. Coverslips were mounted on the stained slides with ProLong Gold Antifade Reagent (P36934, Thermo Fisher). Whole slide images of antibody-labeled tissues were captured on an Aperio VERSA 200 (Leica Biosystems, Vista, CA) at the Vanderbilt Digital Histology Shared Resource (DHSR). Some immunofluorescence images were taken by using a Zeiss Axio Imager M2 with ApoTome (Carl Zeiss Microscopy, LLC, White Plains, NY). Localization of NHE3 and SGLT1 in lysosomes was quantified by colocalization analysis with LAMP1 using ImageJ software (National Institutes of Health) and the plugin Coloc 2. Five representative images of the jejunum per mouse were analyzed and their results were averaged.

### Digital Image Analysis

Cell segmentation and SGLT1 localization analyses have been established at Vanderbilt University Medical Center (VUMC) DHSR on the Python platform. Utilizing whole slide fluorescence images, machine learning was performed to generate probability maps of all jejunum tissues and antibody signals, as well as tissue folds and debris (ilastik) (25). These probability maps were used in combination with the original captured three to four color images to segment individual cells based on their nuclei and combined membrane marker signals using in-house coded scripts (MATLAB Version: 9.13.0 (R2022b): MathWorks Inc). Identified cell membranes were scored for their SGLT1 signal, and positive versus negative cell cut-offs were determined automatically using an inverse slope of discretized pixel values. The ratios of membrane to cytoplasm SGLT1 intensities were calculated and converted to a heat map for easier viewing (Fig. 7*C*). The intensities of the other membrane markers, namely, CTNNB1, Villin, and ACTG1, and their colocalization with SGLT1 were determined, as well as their membrane-to-cytoplasm ratios (Fig. 7*D* histograms). To quantify the tuft cell population, DCLK1-positive cells were filtered by their size, location, and presence of a detectable nucleus. Cell number, position, and tissue area were recorded.

### Ussing Chamber Experiments

Mucosal-submucosal preparations were obtained from the jejunum and mounted in sliders with an aperture = 0.1 cm^2^ (Physiologic Instruments, Leno, NV), as described previously (12). Luminal and serosal surfaces of tissue were bathed in 4 mL of Krebs–Ringer solution (117 mM NaCl, 4.7 mM KCl, 1.2 mM MgCl_2_, 2.5 mM CaCl_2_, 1.2 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 11 mM glucose) and maintained at 37°C using a water-recirculating heating system. Indomethacin (10 µM) was added to the serosal bath. The solution was continuously bubbled with a gas mixture of 95% O_2_ and 5% CO_2_ to maintain the pH at 7.4. Short-circuit current (*I*_sc_) was continuously recorded under voltage clamp conditions at zero potential difference by the DataQ system (Physiologic Instruments). SGLT1-dependent Na^+^ absorption was assessed by phlorizin (0.1 mM)-sensitive *I*_sc_. Cl^−^ secretion was measured by *I*_sc_ peaks after carbachol (10 µM) and forskolin (10 µM) applications to the serosal side. CFTR activity was determined using the CFTR inhibitor (R)-Benzopyrimido-Pyrrolo-Oxazinedione (BPO)-27 (10 µM). Phlorizin, forskolin (11018; Cayman Chemical), and (R)-BPO-27 (HY-19778; MedChemExpress) were dissolved in DMSO as 1,000× stocks. DMSO < 0.3% in the bathing solution did not affect the *I*_sc_.

### In Vitro Induced MYO5B-Knockout and Enteroids

Enteroids were generated from jejunal crypts of adult *Vil1-Cre^ERT2^; Myo5b^flox/flox^* [for in vitro induced KO (iKO) and control] and *Vil1-Cre^ERT2^; Myo5b^flox/G519R^* (G519R) mice without tamoxifen treatment and passaged twice with mechanical breakdown by P200 pipette. One day after the second passage, 1 μM 4-OH-tamoxifen (SML1666, Sigma) or vehicle (EtOH) was added into the Mouse Organoid Growth Medium (STEMCELL Technologies) and incubated for 24 h to induce Cre recombinase. On the next day, the medium was replaced with the differentiation medium [modified Minigut medium (26)], which contains 5% Noggin conditioned medium and 5% R-spondin conditioned medium (generated in Vanderbilt Organoid Core) to withdraw Wnt ligands and EGF for enhancing cell differentiation (13). Some induced KO (iKO) enteroids were incubated with 100 nM Compound-1 for 2 days in the differentiation conditions.

### RNA Extraction and Sequencing

Following the differentiation, enteroids were placed in Organoid Harvesting Solution (3700-100-01; Cultrex) for 1 h at 4°C. Enteroids were washed with PBS and centrifuged. Enteroid pellets were immersed in TRIzol reagent (15596026; Invitrogen) supplemented with glycogen (G1767; Sigma Aldrich) and stored at −20°C. Total RNA was extracted from enteroids following the manufacturer’s instructions. RNA-sequencing with four samples per group and differential expressing gene analysis were performed by Novogene (Sacramento, CA).

Reference genome (*Mus musculus*, GRCm38/mm10) and gene model annotation files were downloaded from genome website browser (NCBI/UCSC/Ensembl). Indexes of the reference genome were built using Spliced Transcripts Alignment to a Reference (STAR), and paired-end clean reads were aligned to the reference genome using STAR (v2.5). STAR used the method of Maximal Mappable Prefix (MMP). Alignments were parsed using the TopHat program. HTSeq v0.6.1 was used to count the read numbers mapped of each gene. Then, fragments per kilobase of transcript sequence per millions base pairs sequenced (FPKM) of each gene was calculated based on the length of the gene and reads count mapped to this gene (27). Differentially expressed genes were analyzed between groups using the DESeq2 R package (2_1.6.3). The resulting *P* values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate (FDR). Genes with an adjusted *P* value <0.05 found by DESeq2 were assigned as differentially expressed. Heatmaps were generated by using Heatmapper (28).

This dataset of organoids is available on Gene Expression Omnibus (GEO) (GSE260706). Our previously published datasets of epithelial cells, which were isolated from MYO5BΔIEC and control mouse jejunum, were analyzed as a comparison (GSE139302) (12).

### Quantitative PCR

cDNA was prepared using SuperScript III First-Strand Synthesis System for RT-PCR (Thermo Fisher Scientific) from the RNA samples of epithelial cells, which were used for the previous RNA-seq (12). Real-time quantitative PCR was performed utilizing SsoAdvanced Universal SYBR Green Supermix with a CFX96 Real-Time System (Bio-Rad Laboratories) with previously published primer pairs (17, 29). Target gene expression was calculated as relative values to *GAPDH* by the ΔCt method.

### Pig MVID Model Enteroids

Pig MVID enteroids that possess a homozygous mutation at MYO5B(P663L) or wild-type MYO5B were established from jejunal crypts as previously reported (10). Pig enteroids were expanded in Matrigel (Corning) immersed in Human Organoid Growth Medium (OGM, Stem Cell Technology). Organoid growth was assessed in 96-well plates and continuously imaged whole wells using a JuLi Stage (NanoEn Tek Inc., Waltham, MA). Organoid perimeter was measured by using ImageJ, and organoid forming rate was calculated as sphere numbers per plated cell numbers 7 days after the passaging (*N* = 7–9 wells from each genotype). In a different set of culture, tuft cells were differentiated in Organoid Differentiation Medium (ODM, Stem Cell Technology) for 6 days, following 2 days of culture in OGM after passaging. MYO5B(P663L) enteroids were incubated with 100 nM Compound-1 or vehicle (PBS) in ODM.

### Whole Mount Organoid Staining

Organoids were fixed with 10% NBF for 30 min in Matrigel domes, rinsed with cold PBS containing 0.1% FBS, and centrifuged to remove Matrigel. Fixed organoids were blocked with 5% normal donkey serum in PBS containing 0.3% Triton X-100 for 2 h and incubated with the primary antibodies against phosphor Girdin (1:100, IBL 28143) (30) or POU2F3 (1:200, Novus NBP1-83966) diluted with the blocking solution for 2 days at 4°C. After rinsing in PBS with 0.3% Triton X-100, donkey anti-rabbit Cy3 antibody (2.5 µg/mL), Alexa Fluor 488 conjugated phalloidin (1:400, Thermo Fisher A12379), and Hoechst 33342 (2 mM) were applied for 2 h. Whole organoid images were taken by a Nikon Ti-E microscope with an A1R laser scanning confocal system (Nikon Instruments Inc., Melville, NY).

### Statistics

All datapoints of biological replicates are shown in graphs, and statistical differences were determined with a significant *P* value of <0.05 using GraphPad Prism 9 statistical software. The test used in each analysis is described in the figure legends.

## RESULTS

### MYO5B Loss Negatively Alters Mitochondrial Structures in the Epithelial Cells

Mitochondrial dysfunction is correlated with intestinal epithelial defects, as mitochondrial activities are involved in stem cell self-renewal and differentiation and nutrient absorption function (31–33). Transmission electron microscopy (TEM) was utilized to investigate mitochondrial morphologies in *Vil1-Cre^ERT2^;Myo5b^flox/flox^* (MYO5BΔIEC) mouse jejunum, which demonstrates severe malabsorption compared with healthy mouse (control) tissues. As shown in Fig. 1*A*, control mature enterocytes in villi possessed long, uniform microvilli measuring ∼2 µm in length, and the subapical space contained numerous mitochondria with dense and organized cristae structures. Immature epithelial cells in crypts possessed shorter microvilli compared with villus cells and had large, circular mitochondria, suggesting that mitochondria differentially contribute to cellular metabolism in differentiated versus undifferentiated cells depending on the energy requirements of the specific cell types (34). In the MYO5BΔIEC mouse jejunum, both villus and crypt cells showed immature and disorganized microvilli and the accumulation of abnormal vesicles in the subapical space (Fig. 1*A*, yellow arrows in right panel), similar to those of the MVID patient-modeled mice, MYO5B(G519R) (7). In the MYO5B-deficient cells of villi and crypts, mitochondria beneath the abnormal vesicles were swollen and had a disorganized cristae structure, indicating a damaged and degraded phenotype. These observations suggest that a malfunction in mitochondria-mediated energy production is induced by MYO5B loss.

**Figure 1.**
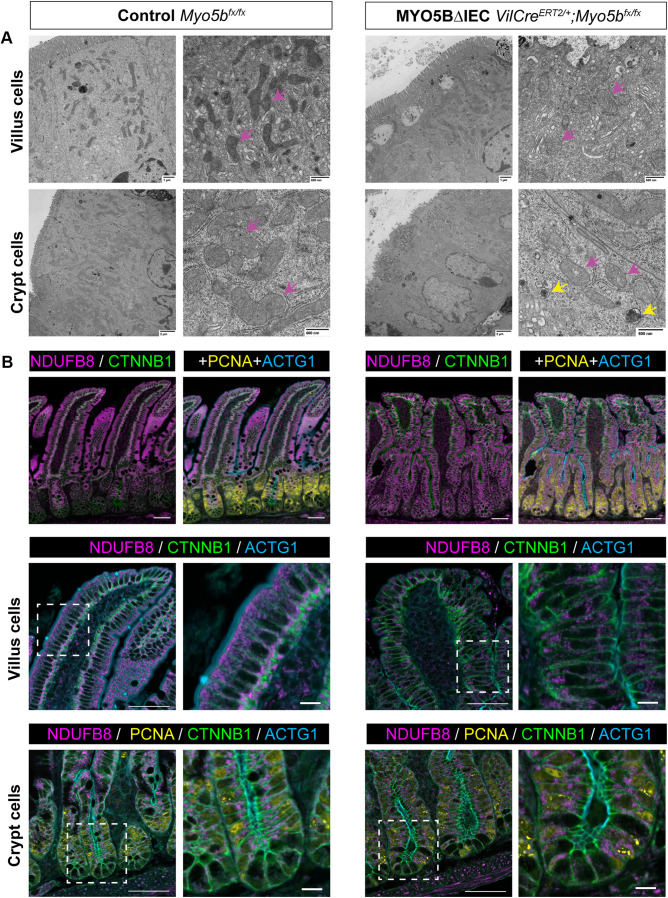
MYO5B loss negatively alters mitochondrial structures in the jejunal epithelial cells. *A*: TEM micrographs demonstrate the organized microvilli and electron-dense mitochondria (pink arrows) in subapical areas of healthy control mouse intestine. In MYO5BΔIEC mouse intestine, disorganized microvilli coincide with the accumulation of subapical autophagic vesicles (yellow arrows) and swollen mitochondria (pink arrows). *B*: immunostaining for a mitochondrial complex-I protein, NDUFB8, demonstrates the sporadic mitochondrial distribution in the MYO5BΔIEC mouse intestine compared with control tissues. Scale bars = 50 µm and 10 µm. MYO5B, myosin Vb; TEM, transmission electron microscopy.

Functional mitochondria in intestinal tissues were visualized by immunostaining for a mitochondrial complex-1 protein, ubiquinone oxidoreductase subunit B8 (NDUFB8) (35) (Fig. 1*B*). Control intestinal sections demonstrated dense NDUFB8-positive (+) perinuclear structures below apical actin filaments in villus enterocytes, whereas MYO5BΔIEC tissues had sporadic mitochondrial signals. The NDUFB8-negative subapical space in MYO5BΔIEC enterocytes correlated with the accumulation of autophagic vesicles in the TEM images (Fig. 1*A*). PCNA+ proliferative cells in the crypts demonstrated similar cytoplasmic distributions of mitochondria to those in villus enterocytes of each mouse group.

TEM images of a healthy pediatric patient demonstrated numerous electron-dense mitochondria with an organized cristae structure in the enterocytes (Fig. 2). In the TEM sections from a biopsy sample from a patient with MVID possessing the MYO5B point mutation (G519R) (7), only a few enterocytes had mitochondria in the cytoplasm. As we have previously reported, biopsies from this patient with MVID demonstrated an abnormal accumulation of multivesicular bodies and short microvilli. The mitochondria in the biopsy from the patient with MVID showed a swollen and disorganized cristae structure, consistent with the mouse models (Fig. 2).

**Figure 2.**
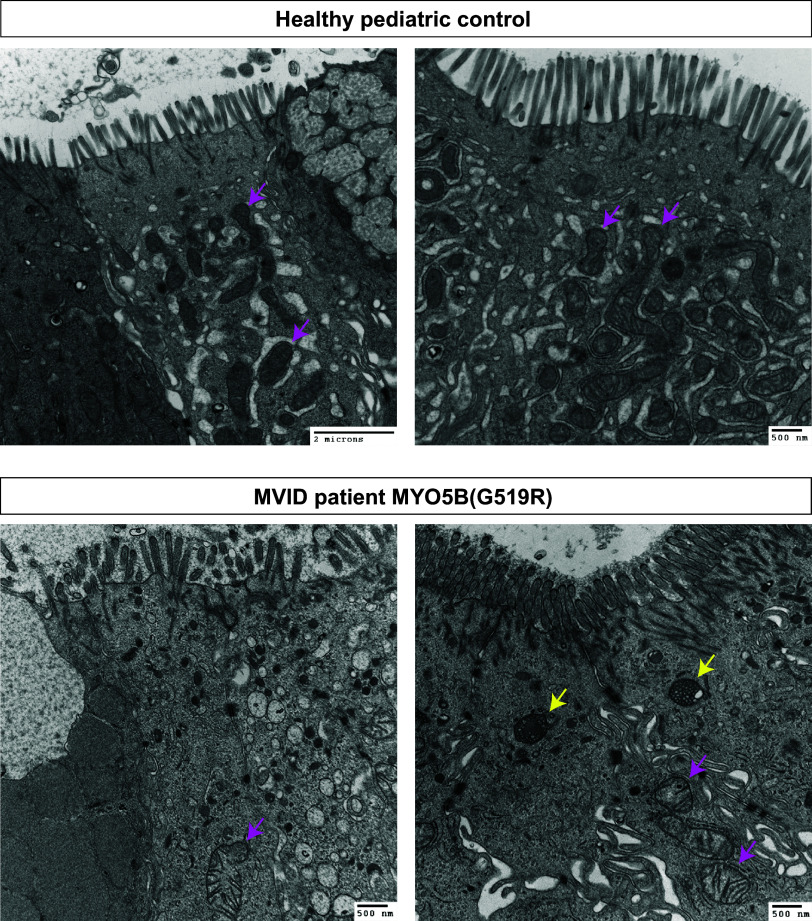
Disrupted mitochondria in MVID patient biopsy. Duodenal biopsies of healthy control and a patient with MVID who possesses a compound heterozygous mutation in MYO5B (7). Control tissues harbor dense mitochondria including organized cristae (pink arrows). In the tissues of the patient with MVID patient, a disorganized microvillus structure of enterocytes is associated with abnormal formation of mitochondria (pink arrows) and multivesicular bodies (yellow arrows). MVID, microvillus inclusion disease; MYO5B, myosin Vb.

The mucosal morphological changes observed in MYO5B-deficient mice could be due to malnutrition after the loss of apical nutrient transporters. To compare these epithelial phenotypes in MYO5B-deficient mice with those in healthy mice under starvation conditions, control mice underwent food restriction for 48 h. The fasted mice lost, on average, 23% of their original body weight, but no signs of diarrhea or distress were observed. In the jejunum of fasted healthy mice, NDUFB8 staining showed a normal distribution in the cytoplasm, and the enterocytes possessed tall brush border structures (Fig. 3, *A* and B). Thus, the abnormal distribution of mitochondria and immature brush border structures in MYO5BΔIEC enterocytes are likely caused by functional loss of MYO5B rather than following the nutrient malabsorption induced by transporter defects.

**Figure 3.**
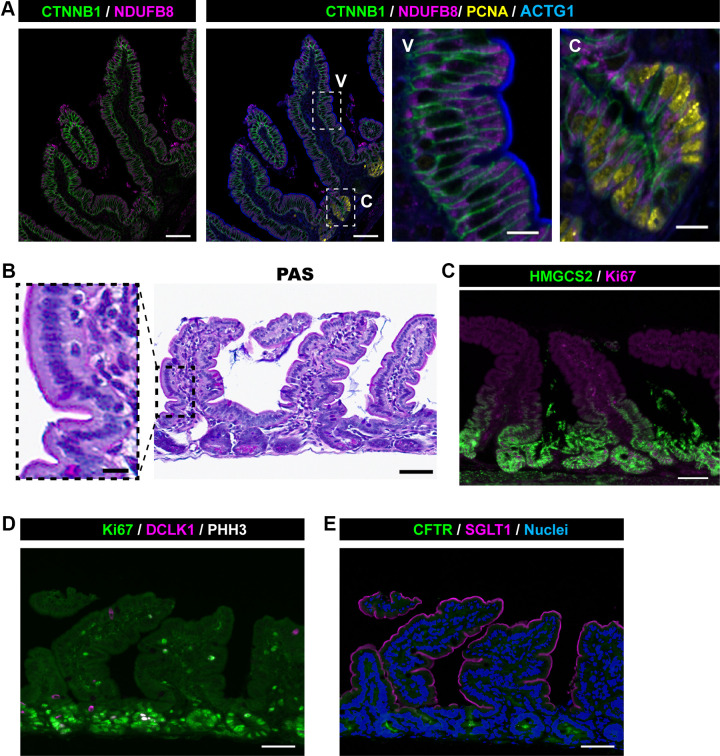
Jejunal tissue sections from fasted healthy mice. Four control mice were fasted for 48 h, and their epithelial phenotypes are compared with those in MYO5B-deficient mice. *A*: representative images of immunostaining for complex-I protein, NDUFB8. V = villus and C = crypt regions. *B*: Periodic Acid-Schiff (PAS)-staining shows established brush borders. *C*: immunostaining for a ketogenic enzyme, HMGCS2. *D* and *E*: DCLK1+ tuft cell frequency and apical localization of SGLT1 and CFTR are similar to those of fed control tissues. Scale bars = 50 µm and 10 µm (*insets*). MYO5B, myosin Vb.

### MYO5B Loss Alters Cellular Lipid Metabolic Pathways

The epithelial cell differentiation pathway closely interacts with epithelial cellular metabolism, in particular the fatty acid oxidation (FAO) pathway in stem cells (36–38). Utilizing our previous RNA-seq dataset of jejunal epithelial cells from MYO5BΔIEC mice (GSE139302) (12), we identified significant alterations in cellular metabolic pathways induced by MYO5B loss (Fig. 4*A*). Transcription of genes that mediate the FAO, carnitine metabolism, and gluconeogenesis pathways was significantly downregulated. Conversely, MYO5B loss significantly upregulated genes that mediate fatty acid synthesis and lipogenesis (Fig. 4*A*).

**Figure 4.**
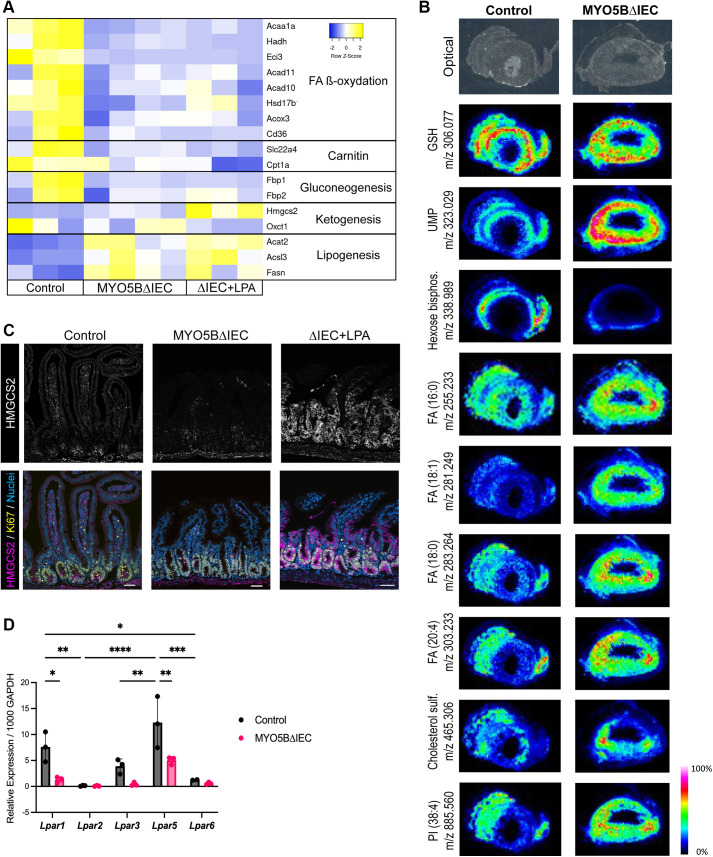
MYO5B loss and LPA treatment alters cellular energy metabolic pathways in the mouse small intestine. *A*: transcriptional analysis in intestinal epithelial cells indicates significantly altered energy metabolic pathways in MYO5B-deficient (MYO5BΔIEC) mice compared with control mice. LPA treatment on MYO5BΔIEC mice significantly increased the transcription of the rate-limiting ketogenic enzyme *Hmgcs2* compared with vehicle-treated group. *B*: imaging mass spectrometry was performed in fresh tissues of jejunum from three mice of each genotype, and representative images are shown as heatmaps. Optical images show morphology of horizontal sections of intestine with luminal space in the center. Derivatives of long-chain fatty acids and cholesterol are accumulated in MYO5BΔIEC mouse tissues, particularly in the villi. *C*: immunostaining for HMGCS2 and Ki67 in mouse jejunum. Daily LPA treatment increases the expression of HMGCS2 in the jejunal epithelial cells of MYO5BΔIEC mice. Scale bars = 50 µm. *D*: relative mRNA expression of LPA receptor (*Lpar*) subtypes in intestinal epithelial cells isolated from control and MYO5BΔIEC mice. Mean ± SD and each datapoint represents each mouse. LPA, lysophosphatidic acid; MYO5B, myosin Vb. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by ANOVA with Tukey’s multiple-comparisons test. *n* = 3 mice per group.

To confirm the altered fatty acid metabolism induced by MYO5B loss, we used imaging mass spectrometry (IMS) on mouse jejunal tissues. As shown in Fig. 4*B*, the distribution of mass spectra of several metabolites was distinguishable between crypt and villus regions. Glutathione (GHS) was more abundant in crypt cells than in the villi of both control and MYO5B-deficient tissues. An intermediate glycolysis metabolite, namely, hexose bisphosphate, was less intense in MYO5B-deficient tissues than control, indicating decreased cellular metabolism in the MYO5B-deficient cells. Consistent with the RNA-seq results, the accumulation of derivatives of long-chain fatty acid and cholesterol was observed in MYO5B-deficient villi compared with control mouse tissues (Fig. 4*B*). Uridine monophosphate (UMP) accumulation was identified in MYO5BΔIEC tissues, suggesting that MYO5B loss also influenced nucleotide metabolism. Together, the activation of lipogenesis coupled with a decrease in FAO is induced by MYO5B inactivation in intestinal epithelial cells.

### LPA Treatment Upregulates Ketogenesis Pathway

We have previously demonstrated the therapeutic effect of lysophosphatidic acid (LPA) treatment on epithelial differentiation defects in MYO5B-deficient mice (12, 13). Based on the transcriptional analysis, in vivo treatment with LPA(18:1) did not reverse the alterations in FAO or lipogenesis pathways observed with MYO5B loss (Fig. 4*A*). Interestingly, LPA(18:1) treatment significantly upregulated *Hmgcs2*, a rate-limiting ketogenic enzyme, in MYO5B-deficient mice, compared with vehicle-treated MYO5BΔIEC or healthy control (tamoxifen-untreated) mice (Fig. 4*A*). To validate transcriptional changes in *Hmgcs2*, mouse tissues were immunostained for HMGCS2 (Fig. 4*C*). The protein expression of HMGCS2 in healthy mouse jejunum is limited to the stem cells, as ketone bodies are essential for stem cell function (36). MYO5BΔIEC mouse jejunum showed expanded HMGCS2 expression in the proliferative cell zone, and systemic LPA treatment further increased the expression of HMGCS2 in both proliferating and differentiating epithelial cells (Fig. 4*C*). The jejunum of fasted mice demonstrated a similar HMGCS2 expression pattern to that of the MYO5BΔIEC mice (Fig. 3*C*). In addition to the stem cells, the jejunum of fasted mice also expressed HMGCS2 in proliferative cells and in enterocytes in the base of villi, where mature brush borders are established (Fig. 3*B*). These observations suggest that HMGCS2 upregulation in proliferative epithelial cells of the MYO5B-deficient intestine is a starvation phenotype and that LPA treatment further increases ketone body production likely as an alternative energy fuel, resulting in the promotion of epithelial cell differentiation.

### Compound-1 Specified the Trophic Effect of Natural LPA through LPAR5 Activation in Two MVID Model Mice

To identify which LPA receptor (LPAR) signaling mediates the effect of LPA(18:1) treatment, *Lpar* mRNA expression was determined in jejunal epithelial cells of MYO5BΔIEC and control mice. Among LPAR1–6, LPAR4 was undetectable and all other LPAR subtypes were significantly lower in MYO5BΔIEC mice than control tissues (Fig. 4*D*). However, LPAR5 expression was still prominent in the MYO5B-deficient mouse intestine.

Based on the previous data with LPA(18:1) treatment and the presence of epithelial *Lpar5*, we next examined the effect of a synthetic agonist for LPAR5, Compound-1 (C_20_H_42_NaO_5_PS, mw: 448.57) (24). This chemical is highly water soluble (>3.5 mg/mL) and has a higher affinity to human LPAR5 than natural LPA(18:1) (24). Adult MYO5BΔIEC mice received an intraperitoneal injection of Compound-1 (1 mg/kg) once a day following tamoxifen induction of MYO5B deletion (Fig. 5*A*). The absence of MYO5B expression in epithelial cells was confirmed by immunostaining with or without Compound-1 treatment in MYO5BΔIEC mice (Supplemental Fig. S1). To compare the treatment efficacy between MYO5B knockout and the MYO5B point mutation at G519R, which has been identified in a patient with MVID (7), *Vil1-Cre^ERT2^;Myo5b^flox/G519R^* [MYO5B(G519R)] mice were treated with tamoxifen and Compound-1 in the same manner. Vehicle-treated MYO5B(G519R) mice showed higher morbidity, as 7 of 24 mice did not survive 4 days post tamoxifen induction, compared with MYO5BΔIEC mice (3 out of 31).

**Figure 5.**
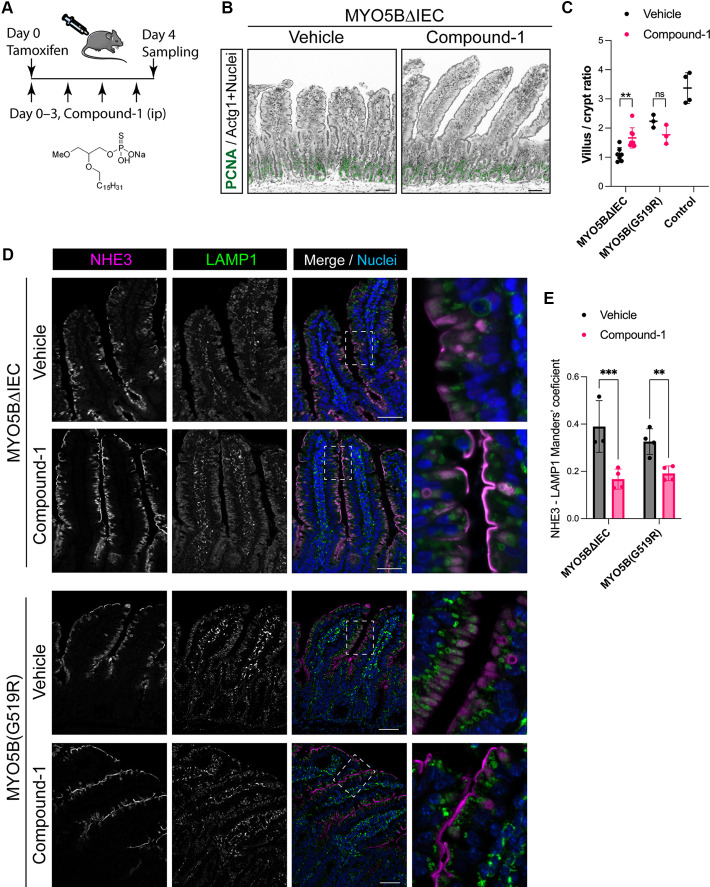
LPAR5 agonist, Compound-1, recapitulates the trophic effect of natural LPA. *A*: compound-1 structure and experimental design of mouse treatment. *B*: immunostaining for PCNA as a proliferative crypt marker, and ACTG1 for epithelial actin. *C*: villus/crypt ratio in jejunum of MYO5BΔIEC and MYO5B(G519R) mice. Bars indicate median values and each datapoint represents an average value of 10 regions in each mouse (*N* = 3–5 mice). *D*: immunostaining for NHE3 and LAMP1, a lysosomal marker, in the MYO5BΔIEC mouse jejunum. In vehicle-treated mice, NHE3 is diffuse in cytoplasm of epithelial cells or localized in lysosomes. Compound-1-treated mice demonstrate the separation of NHE3 from lysosomes and the reestablishment of the apical localization of NHE3. *E*: colocalization analysis of NHE3 and LAMP-1. Compound-1 significantly reduced the NHE3 accumulation in lysosomes. Mean ± SD and each datapoint represents the average of five regions in each mouse (*N* = 3–4 mice). Scale bar = 50 µm. LPAR5, lysophosphatidic acid receptor 5; MYO5B, myosin Vb. **P < 0.01, ***P < 0.001 by two-way ANOVA with least significant difference (LSD) test.

The villus/crypt ratio in MYO5BΔIEC mouse jejunum was significantly improved by daily intraperitoneal treatment with Compound-1, indicating the increase in nutrient absorptive area [(Fig. 5, *B* and *C*, and Fig. 6*A*; hematoxylin-eosin (H&E)]. Proliferative cells and mitotic cells of crypts were immunostained on jejunal sections for Ki67 and PHH3, respectively (Fig. 6, *A* and B). Compound-1 had no significant effect on either proliferative crypt length or PHH3+ cell numbers, suggesting that the improvement of villus/crypt ratio resulted from an increase in villus length. On the contrary, the villus/crypt ratio of MYO5B(G519R) mice did not show significant change with Compound-1 treatment (Fig. 5*C* and Fig. 6, *A* and *B*). These observations suggest that LPAR5 activates alternate cellular signaling pathways depending on MYO5B functional status, which is completely absent in MYO5BΔIEC mice, whereas the mutant MYO5B(G519R) protein may influence epithelial cell functions.

**Figure 6.**
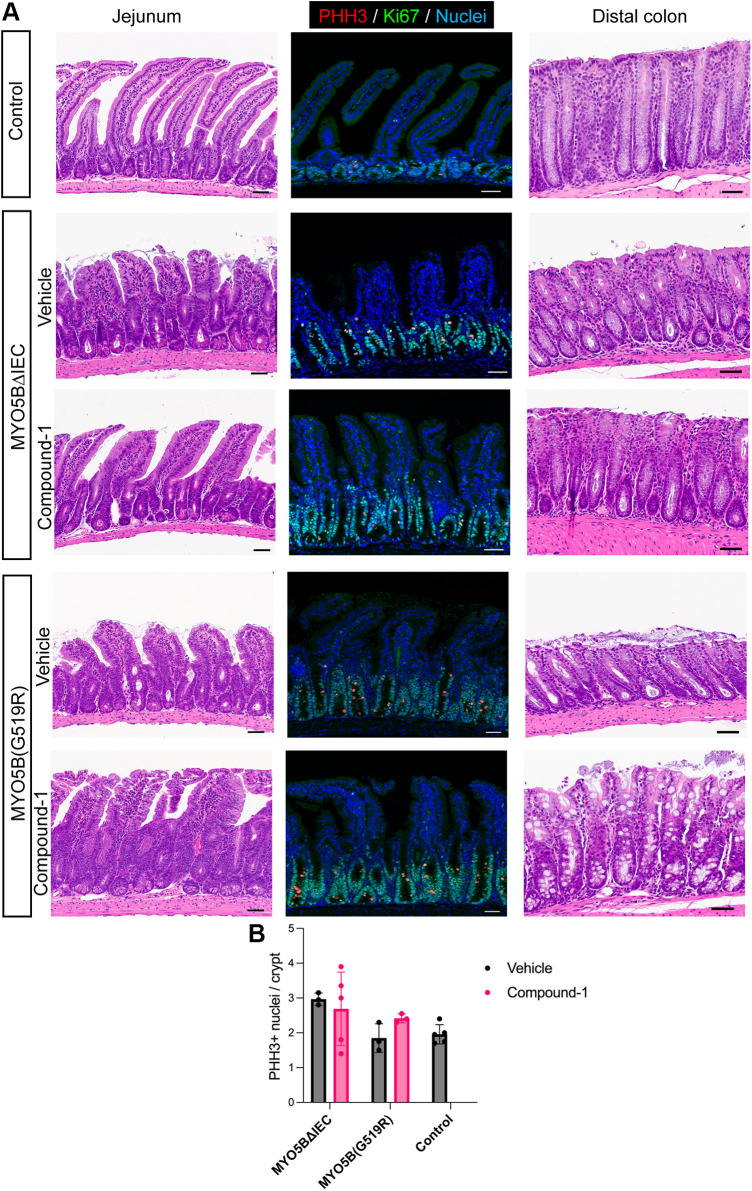
Histology and proliferative cell population in crypts. *A*: H&E-stained jejunal and colonic tissue sections and immunostaining for proliferation markers. MVID model mice demonstrate expanded crypts and blunted villi in the jejunum and the dilation of colonic crypts. Compound-1 treatment improves villus morphology of MYO5BΔIEC mice, but does not remarkably alter MYO5B(G519R) villi. Mitotic marker, PHH3, and a proliferating marker, Ki67, in jejunal tissues demonstrate elongated crypt area in both MVID models. *B*: quantification of mitotic cells in the jejunum. PHH3+ nuclei per crypt were counted in 20 regions of each mouse section. Each datapoint on the graph indicates the averaged value of each mouse. *N* = 3–5 mice per group. No significant difference was detected by ANOVA. Scale bars = 50 µm. H&E, hematoxylin-eosin; MYO5B, myosin Vb; MVID, microvillus inclusion disease.

Na^+^/H^+^ exchanger (NHE)3 is an important brush border protein for sodium absorption. The immunoreactivities of NHE3 were mislocalized from the brush border and mostly localized with a lysosomal marker, namely, LAMP1, in the subapical space of vehicle-treated MYO5BΔIEC and MYO5B(G519R) enterocytes, indicating abnormal protein degradation of these mistrafficked transporters (Fig. 5*D*). Compound-1 treatment improved NHE3 localization to the brush border and significantly reduced the colocalization of NHE3 and LAMP1 by ∼50% (Fig. 5*E*), indicating that LPAR5 activation ameliorates brush border maturation in both MVID mouse models: MYO5B-deficient mice and the mice with a point mutation at MYO5B(G519R).

Similarly, Na^+^-dependent glucose transporter (SGLT)1 is a crucial apical protein for water absorption and is mislocalized in MVID intestinal tissues. Small intestines of both MYO5BΔIEC and MYO5B(G519R) mice demonstrated cytoplasmic concentrations of SGLT1, colocalized with LAMP1 (Fig. 7*A*). SGLT1 immunostaining in Compound-1-treated mouse tissues was significantly separated from lysosomes and localized on brush border (Fig. 7, *A* and *B*). SGLT1 expression is limited to mature enterocytes of villi more specifically than NHE3. To quantify cellular SGLT1 distribution in the enterocytes, we developed a cell segmentation analysis script. As shown in Fig. 7*C* overlay, individual epithelial cells were segmented utilizing general membrane markers, gamma-actin (ACTG1) and beta-catenin (CTNNB1). Next, localization of SGLT1 staining was defined in apical membrane versus cytoplasm areas of each segment, and the intensity ratio of the membrane to the cytoplasm was visualized as a heatmap (Fig. 7*C*). In each Swiss roll, more than 30,000 epithelial cells were analyzed, and the mean values of each treatment group (*N* = 3 or 4 mice per group) are shown as a histogram in Fig. 4*D*. Mean values of SGLT1 ratio were shifted toward the membrane (larger values) in Compound-1-treated MYO5BΔIEC and MYO5B(G519R) mice compared with vehicle-treated groups (Fig. 7*D*).

**Figure 7.**
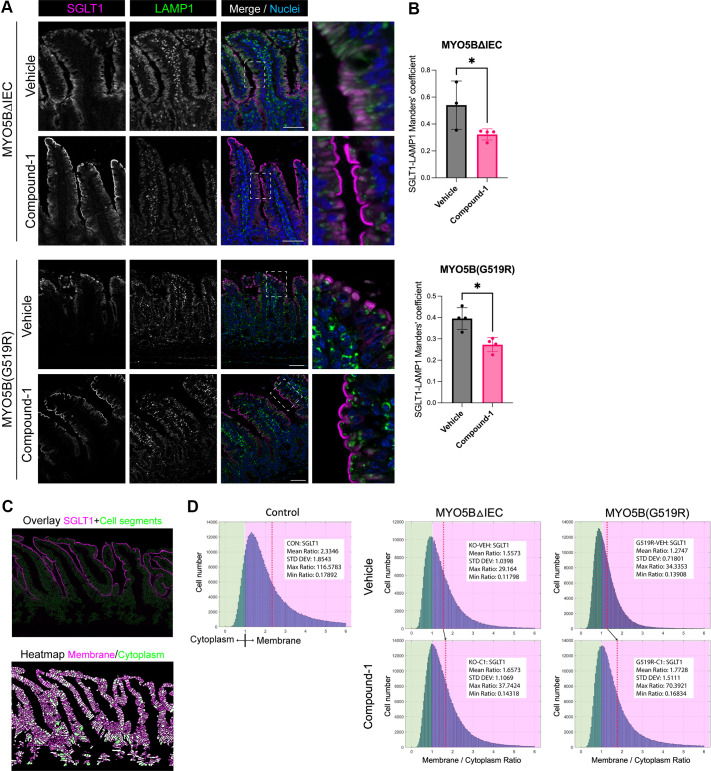
Membrane SGLT1 localization is enhanced by Compound-1 treatment in MVID model mice. *A*: immunostaining for SGLT1 and LAMP1 in jejunum of MYO5BΔIEC and MYO5B(G519R) mice. *B*: colocalization analysis of SGLT1 and LAMP-1. *P < 0.05 by Mann–Whitney test. *C*: representative images of cell segmentation analysis in control tissue sections. *D*: histograms representing SGLT1 intensity ratios of all identified epithelial cells from jejunum of four mice in each group. Red dash lines indicate the mean values. Compound-1 treatment shifts the mean ratio in MVID model mice toward membrane localization. MYO5B, myosin Vb; MVID, microvillus inclusion disease.

The immunostaining pattern of the mitochondrial complex-I marker NDUFB8 was investigated in Compound-1-treated MYO5BΔIEC and MYO5B(G519R) mice. Consistent with a partial improvement of NHE3 and SGLT1 presentation in the brush border after Compound-1 treatment, mitochondrial distribution in the subapical area was partially rescued in both the MYO5BΔIEC and MYO5B(G519R) mouse intestine (Fig. 8). Brush border structure was visualized by coimmunostaining for villin. The improved brush border in the treated mice showed long, dense microvilli and NDUFB8 signals underneath the microvilli (Fig. 8, white squares). In the Compound-1-treated mouse tissues, some enterocytes with thin brush borders remained, and these cells demonstrated diminished mitochondrial signal in the subapical area (Fig. 8, yellow squares). These observations suggest a correlation of brush border status with mitochondrial activity in the intestinal epithelial cells.

**Figure 8.**
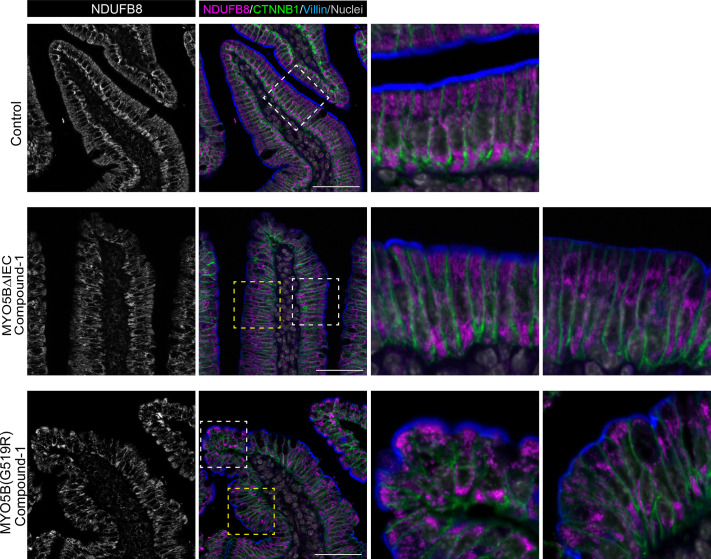
Functional distribution of mitochondria is partially rescued by Compound-1 treatment in MVID model mice. Jejunal sections of MYO5BΔIEC and MYO5B(G519R) mice were immunostained for NDUFB8 and villin after daily Compound-1 treatments. Control mouse tissues showed uniform dense brush border in villi and abundant subapical mitochondria close to the brush border. Following Compound-1 treatment, both MVID model mice demonstrated improved enterocytes that possess thick brush borders and intense mitochondrial signal in the subapical area (white squares). However, in other parts of the villi, enterocytes continued to show thin brush borders and diminished mitochondrial signal in the subapical area (yellow squares). Scale bars = 50 µm. MYO5B, myosin Vb; MVID, microvillus inclusion disease.

Despite the improvements of enterocyte transporter presentation on the brush border, body weight loss was observed following tamoxifen injection in both MVID model mice (Fig. 9*A*). Only male mice with MYO5B(G519R) mutation showed a significant improvement of body weight by Compound-1 treatment. To verify the immunohistological outcome of transporters, sodium absorptive function was assessed in the jejunum by using the Ussing chamber system, and SGLT1-mediated *I*_sc_ was significantly increased by Compound-1 treatment in both male (triangle datapoints) and female (circle datapoints) mice of both MYO5BΔIEC and MYO5B(G519R) strains compared with vehicle-treated mice (Fig. 9*B*). However, SGLT1 activity in the treated mouse tissues was still significantly lower than that in healthy control littermates. Electrogenic chloride secretion, which induces water secretion into the lumen, was also assessed. Calcium-induced secretion and cAMP-induced secretion were analyzed by applying carbachol (CCh) and forskolin (FK), respectively. Secretory response to cAMP, but not calcium, was significantly increased in vehicle-treated MYO5B(G519R) mice than controls (Fig. 9, *C* and *D*). The CFTR-dependent portion of the secretory response was further assessed by applying a CFTR inhibitor, (R)-BPO-27 (Fig. 9*E*). MYO5BΔIEC tissues showed significantly higher CFTR activity than controls, consistent with our previous observations. Compound-1 treatment had no effect on secretory responses or CFTR activity in either MVID mouse model, suggesting that LPAR5 activation does not affect secretory symptoms in MVID.

**Figure 9.**
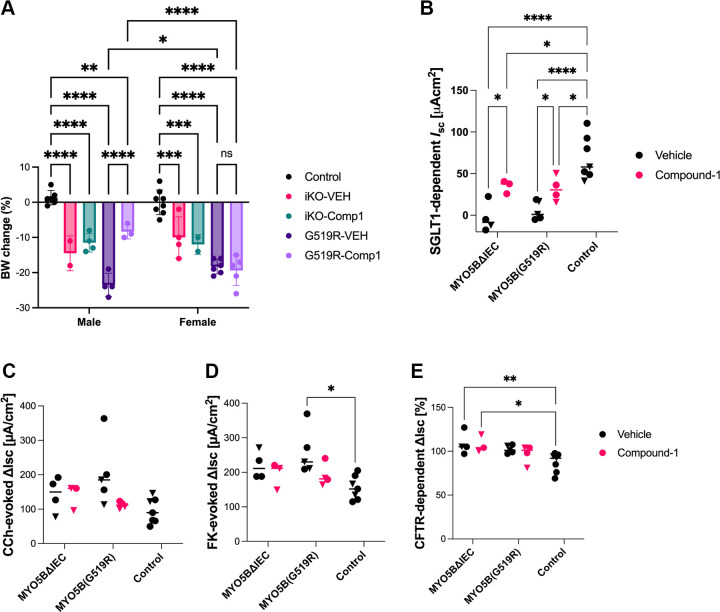
Differential effect of Compound-1 treatment on body weight loss and epithelial transporter function. *A*: change in body weight on *day 4* post tamoxifen compared with the original weight on *day 0*. Each datapoint indicates the value of each mouse. Among genotype and sex groups, only MYO5B(G519R) male mice show a significant improvement in body weight by Compound-1 treatment. *P < 0.05, **P < 0.01, ***P < 0.001 by two-way ANOVA with Tukey’s test. *B*: SGLT1 activity in Ussing chambered jejunum. Change in short-circuit current (*I*_sc_) was measured in response to an SGLT1 inhibitor, phlorizin. Compound-1 treatment significantly increased SGLT1 function both in MYO5BΔIEC and MYO5B(G519R) mice. Circle datapoints indicate female mouse tissues and triangle datapoints indicate male mouse tissues. *P < 0.05, ****P < 0.0001 by two-way ANOVA with Tukey’s test. *C*–*E*: secretory responses in the jejunum. Chloride and water secretion was sequentially stimulated with carbachol (CCh; *C*) and forskolin (FK; *D*). CFTR dependency in secretory state was measured by a CFTR inhibitor (R)-BPO (*E*). There is no statistical difference between vehicle vs. Compound-1 treatment in each genotype. *P < 0.05, **P < 0.01 by two-way ANOVA with Tukey’s test.

Membrane-bound mucins, such as MUC13, are important for intestinal barrier function (39). We previously reported that the deficiency of Rab11-FIP1 impairs MUC13 localization in the colon, correlating to an increased susceptibility to experimental mucosal inflammation in mice (40). As a mature brush border marker, MUC13 localization was investigated in the present Compound-1-treated mice. MUC13 is localized to the tips of microvilli in control small intestine and colon; however, both MYO5BΔIEC and MYO5B(G519R) mouse tissues demonstrated strong MUC13 signals in the cytoplasm of epithelial cells throughout the small intestine and colon (Fig. 10). In Compound-1-treated MYO5BΔIEC and MYO5B(G519R) mouse tissues, most MUC13 signals were still localized to the cytoplasm despite the improvement of villus morphologies (Fig. 10). These observations suggest that the apical sodium transporters and MUC13 trafficking pathways are functionally MYO5B-dependent; however, LPAR5 activation alone was not sufficient to reestablish MUC13 localization to the microvilli tips.

**Figure 10.**
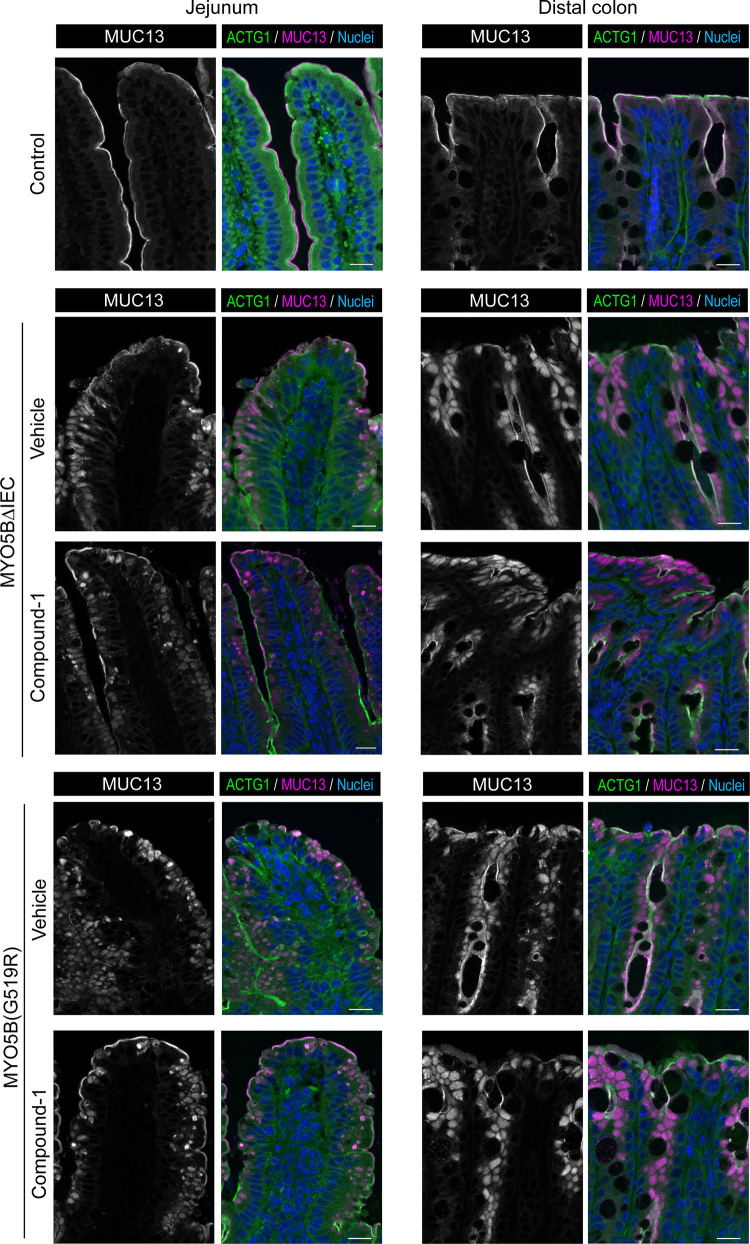
Lack of effect of Compound-1 on MUC13 localization in MVID model mice. Immunostaining for MUC13 and ACTG1 in jejunal tissues of control, MYO5BΔIEC, and MYO5B(G519R) mice treated with Compound-1 or vehicle. In control jejunum and distal colon, MUC13 (red) is localized to the apical tips of microvilli above actin filaments (green). Both MYO5B loss-of-function mouse tissues demonstrate strong MUC13 immunostaining in cytoplasm of jejunal and colonic epithelial cells. The mislocalization of MUC13 is not remarkably altered by Compound-1 treatments in MYO5BΔIEC or MYO5B(G519R) mice. Scale bars = 20 µm. MYO5B, myosin Vb; MVID, microvillus inclusion disease.

### LPAR5 Activation by Compound-1 Ameliorates Tuft Cell Differentiation in MVID Models

We recently reported that MYO5B loss disrupts the epithelial cell lineage differentiation through an imbalance of epithelial Wnt/Notch signaling (13). To assess epithelial cell differentiation competence, the population of a sensory epithelial cell, namely, the tuft cell, was quantified in MYO5BΔIEC mice with different LPAR agonist treatments. Similar to natural LPA(18:1), Compound-1 enhanced tuft cell differentiation in the MYO5BΔIEC mouse intestine (Fig. 11*A*). Other synthetic LPAR agonists had no significant effect, including UCM-05194 (10 mg/kg) or GRI977143 (3 mg/kg), selective agonists for LPAR1 or LPAR2, respectively. Tuft cell numbers in MYO5B(G519R) mouse intestine varied more widely than that in MYO5BΔIEC mice and were not increased by Compound-1 treatment (Fig. 11*B*).

**Figure 11.**
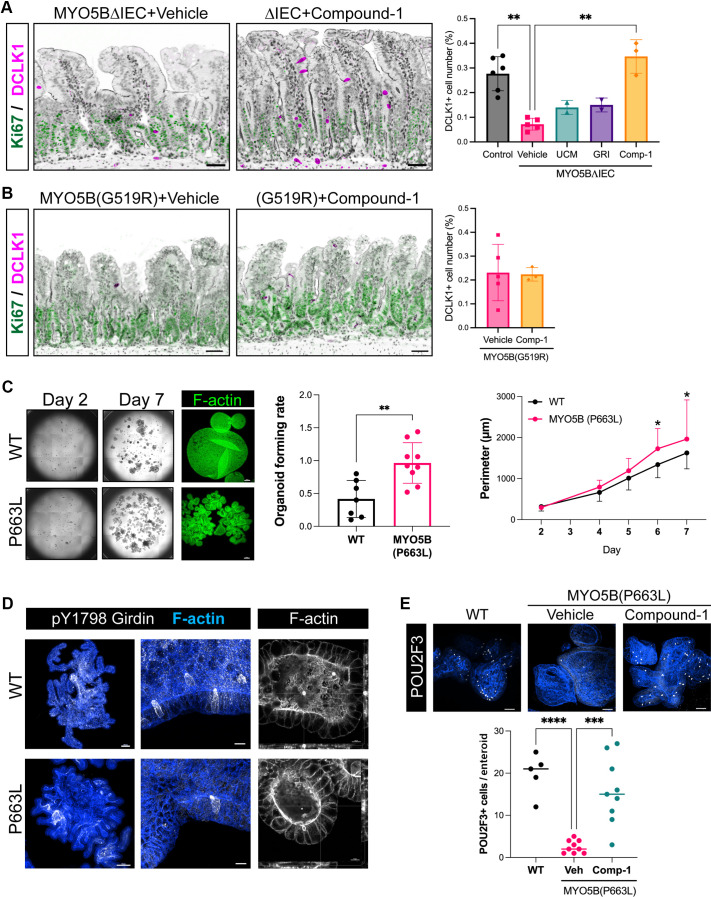
LPAR5 activation ameliorates tuft cell differentiation in MVID models. *A* and *B*: immunostaining for DCLK1 in the jejunum of MYO5BΔIEC (*A*) and MYO5B(G519R) (*B*) mice treated with Compound-1 or vehicle. DCLK1+ tuft cells (magenta) do not express the proliferative marker, Ki67 (green). Counterstaining for ACTG1 and nuclei is shown in black as an inverted color. Scale bars = 50 µm. Tuft cell number per mucosal cell number is determined in whole jejunal Swiss rolls by digital image analysis. Each datapoint indicates a value from each mouse. **P < 0.01 by Kruskal–Wallis test with Dunn’s multiple comparisons. *C*: enteroids were generated from jejunal crypts of wild-type (WT) and genetically engineered pig with the point mutation MYO5B(P663L) and expanded in Human Organoid Growth Medium. Whole well images were analyzed to determine organoid forming efficacy and perimeters in wild-type (WT) and MVID models. Scale = 100 µm. **P < 0.01 by *t* test. *P < 0.05 by two-way ANOVA. *D*: whole mount immunostaining for tuft cell markers, pY1798-Girdin and POU2F3, and phalloidin staining for F-actin. *E*: differentiation medium was supplemented with Compound-1 (100 nM) or vehicle for 5 days. MYO5B(P663L) enteroids have less tuft cells compared with WT, and Compound-1 treatment significantly increased tuft cell differentiation. Each datapoint indicates each enteroid. MYO5B, myosin Vb; MVID, microvillus inclusion disease. ***P < 0.001, ****P < 0.0001 by ANOVA with Dunnett’s multiple-comparisons test.

The small intestine from fasted control mice demonstrated normal localization of SGLT1 and CFTR on the brush borders (Fig. 3*D*). DCLK1+ mature tuft cells were distributed among villi and crypts (Fig. 3*E*), similar to previously reported patterns (41). These observations support the concept that internalized brush border transporters and reduced tuft cell differentiation were specifically induced by MYO5B loss in progenitor cells.

The promotion of tuft cell differentiation by Compound-1 was tested in pig enteroid cultures that possess an MVID patient-modeling point mutation at MYO5B(P663L), which is the ortholog of human P660L (10). The MVID model enteroids generated from the jejunum of this mutant model demonstrated a higher enteroid forming rate than wild-type (WT) jejunal enteroids (Fig. 11*C*). Pig enteroid tuft cells were differentiated in IntestiCult Organoid Differentiation Medium (ODM) for 6 days and immunostained for a tuft cell marker, phosphorylated Girdin (pY-1798) (30), and the key transcription factor for sensory cell lineages, POU2F3 (42). DCLK1, which is widely used for intestinal tuft cell markers in rodent tissues, did not stain pig or human tuft cells in enteroids. Immunostaining for pY1798-girdin in pig enteroids was identified in the apical tuft structure and cytoplasm of tuft cells, which possess dense F-actin in microvilli (Fig. 11*D*), similar to that in human intestinal tuft cells (43). F-actin staining with phalloidin visualized inclusion formation in MYO5B(P663L) enteroids, indicating the differentiation of MVID-affected enterocytes (Fig. 11*D*). Compared with WT pig enteroids, MYO5B(P663L) enteroids had significantly fewer POU2F3+ cells in each enteroid (Fig. 11*E*). These results suggest that MYO5B loss-induced differentiation defects are not species-specific. Daily supplementation of Compound-1 (100 nM) into the ODM significantly increased tuft cell numbers in MYO5B(P663L) enteroids, suggesting that LPAR5 activation has cell-autonomous effects on MVID model enteroids (Fig. 11*E*).

### Transcription Signatures in MYO5B-Inactivated Enteroids Show the Defects of Cellular Energy Metabolism

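RNA from 16 cultures of differentiated enteroids, which are epithelial cultures grown from jejunal crypts, was analyzed in 4 groups of 4 cultures from 4 mice each. The groups were control, MYO5BΔIEC, MYO5B(G519R) and MYO5BΔIEC treated with Compound-1, a synthetic agonist of LPAR5. According to the methods, MYO5BΔIEC enteroids came from Vil1-CreERT2;Myo5b flox/flox mice and MYO5B(G519R) enteroids from mice with the G519R mutation on 1 allele, and Cre recombinase was induced in culture with 1 µM 4-OH-tamoxifen for 24 h. The methods describe the controls as cultures of the flox/flox mice given vehicle, and the legend of Fig. 12 describes them as healthy littermates. The sample records name 4-OH-tamoxifen for MYO5BΔIEC and MYO5B(G519R) enteroids only. If the controls had none, a direct effect of the drug cannot be told apart from MYO5B loss in a comparison with them. The authors aligned the reads to GRCm38 with STAR, counted the reads on each gene with HTSeq and also gave FPKM, which are the counts divided by gene length and library size. The counts of 54532 genes were used here as deposited. Between 31684240 and 36920083 reads were counted per control culture (median 33061217.5), between 27804968 and 31999244 per MYO5BΔIEC culture (median 31116112.5), between 31466387 and 34448343 per MYO5B(G519R) culture (median 32108428) and between 29060547 and 40101729 per treated culture (median 33407059.5). At these totals a count of 0 allows a level of up to 0.0733 to 0.106 CPM, the counts scaled to library size, which covers counting error only. Library sizes were scaled by edgeR's TMM method, and all levels below are in CPM on that scale.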

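Groups were compared 2 at a time with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes with at least 10 counts in at least 2 of the 8 cultures, and edgeR adjusted p refers to this test throughout. The targeted gene, Myo5b (ENSMUSG00000025885, chromosome 18, 74440936 to 74771493), was at 183 ± 27.9 CPM (SD, n = 4) in control, 129 ± 29.5 in MYO5BΔIEC, 154 ± 16.3 in MYO5B(G519R) and 111 ± 26.1 in treated enteroids. Its log2 fold change against control was -0.55 (SE 0.19, edgeR adjusted p = 0.0503) in MYO5BΔIEC and -0.33 (SE 0.14, edgeR adjusted p = 0.109) in MYO5B(G519R). Leaving out 1 culture changed the first of these calls without MYO5BΔIEC culture 3 (edgeR adjusted p = 0.0203) and without control culture 1 (edgeR adjusted p = 0.0155), which also changed the second (edgeR adjusted p = 0.0286). The first also passed with DESeq2 (DESeq2 adjusted p = 0.0371) and with 5 of the other alternatives set beforehand, at edgeR adjusted p values of 0.0287 (all 4 groups in one fit) to 0.0499 (mitochondrially encoded genes left out of the library sizes). With the trend of expression on gene length removed, an alternative chosen after seeing the data, both passed (edgeR adjusted p = 0.0136 and 0.0287). Counts on the whole gene include transcripts from which the floxed sequence has been removed and those that carry the point mutation. The share of counts on mitochondrially encoded genes was 6.41% to 10.4% in the controls, 4.16% to 6.63% in MYO5BΔIEC, 4.20% to 5.37% in MYO5B(G519R) and 3.79% to 6.11% in treated enteroids. Xist and 4 Y-linked genes showed 2 female and 2 male control cultures, 2 and 2 in MYO5BΔIEC, 1 and 3 in MYO5B(G519R), and 1 and 3 among the treated cultures.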

To assess the epithelial cell-autonomous effects of MYO5B inactivation, bulk RNA-sequencing analysis was performed in enteroids that were generated from MYO5BΔIEC and MYO5B(G519R) mouse jejunum (GSE260706). The overall alteration pattern of gene transcripts showed high similarity between MYO5BΔIEC and MYO5B(G519R) enteroids (Fig. 12*A*; Supplemental Tables S1–S3), which is consistent with our pathological observations of in vivo mouse tissues (7).

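In MYO5BΔIEC against control enteroids, 4910 of 17951 genes differed at an edgeR adjusted p under 0.05, of which 2427 were higher and 2483 lower. In MYO5B(G519R) against control enteroids, 4778 of 17829 genes differed, 2341 higher and 2437 lower. Across the 17482 genes tested in both comparisons, the log2 fold changes of the models had a Pearson r of 0.904 and a Spearman rho of 0.886, and 87.3% of the genes moved in the same direction. These are correlations across genes, which are not independent replicates. Because both comparisons share the 4 control cultures, unchanged groups were simulated with the controls shared. All counts, those of the controls too, were drawn from the control means independently for each gene. The 20 simulations gave an r of 0.500 to 0.540 and a same-direction share of 65.9% to 67.9%. Such draws lack trends that run across genes within a culture, so these values are not an upper limit for shared controls. With the controls divided so that each model was set against its own 2 cultures, r was 0.599 to 0.668 over the 6 ways to divide them. The alternative that moved r most among those keeping all cultures in both comparisons was DESeq2 in place of edgeR, which gave 0.740. That fit kept genes with low counts, and edgeR without a filter gave 0.754, while edgeR with DESeq2's size factors gave 0.903. The drop thus goes with the low-count genes kept. Of the genes tested in both, 3622 passed the threshold in both models in the same direction, 1826 higher and 1796 lower. This count was 6432 without control culture 1, 2311 without control culture 2, 2001 without control culture 3 and 2064 without control culture 4. Another 1245 genes passed in MYO5BΔIEC only, of which 1244 moved the same way in MYO5B(G519R), and 1146 passed in MYO5B(G519R) only, of which 1141 moved the same way in MYO5BΔIEC.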

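Every culture of one group lay outside the range of the other for 4760 genes (26.5%) in MYO5BΔIEC against control and for 4829 genes (27.1%) in MYO5B(G519R) against control, where chance gives 2.86%. Tested directly against each other, MYO5B(G519R) and MYO5BΔIEC enteroids differed in 1 of 17943 genes at an edgeR adjusted p under 0.05, and 772 genes had an unadjusted p under 0.05 where 897 are expected by chance. This unadjusted count was 325 to 2214 (without MYO5B(G519R) culture 3) with 1 culture left out, and 2532 with the replicate number as a block. The gene that passed, BC035947 (ENSMUSG00000090486, chromosome 1, 78497026 to 78512158), was chosen after its values were seen, and its call was kept only without MYO5BΔIEC culture 3 or culture 4 among the 8 fits that each left out 1 culture. Over all 16 cultures, 13169 genes had a mean above 1 FPKM in at least 1 group and 11527 of them (87.5%) in all 4 groups. The groups held 12306 such genes in control, 12396 in MYO5BΔIEC, 12249 in MYO5B(G519R) and 12279 in treated enteroids. A further 340 genes passed this level in control alone, and 305 in the 3 other groups but not in control.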

**Figure 12.**
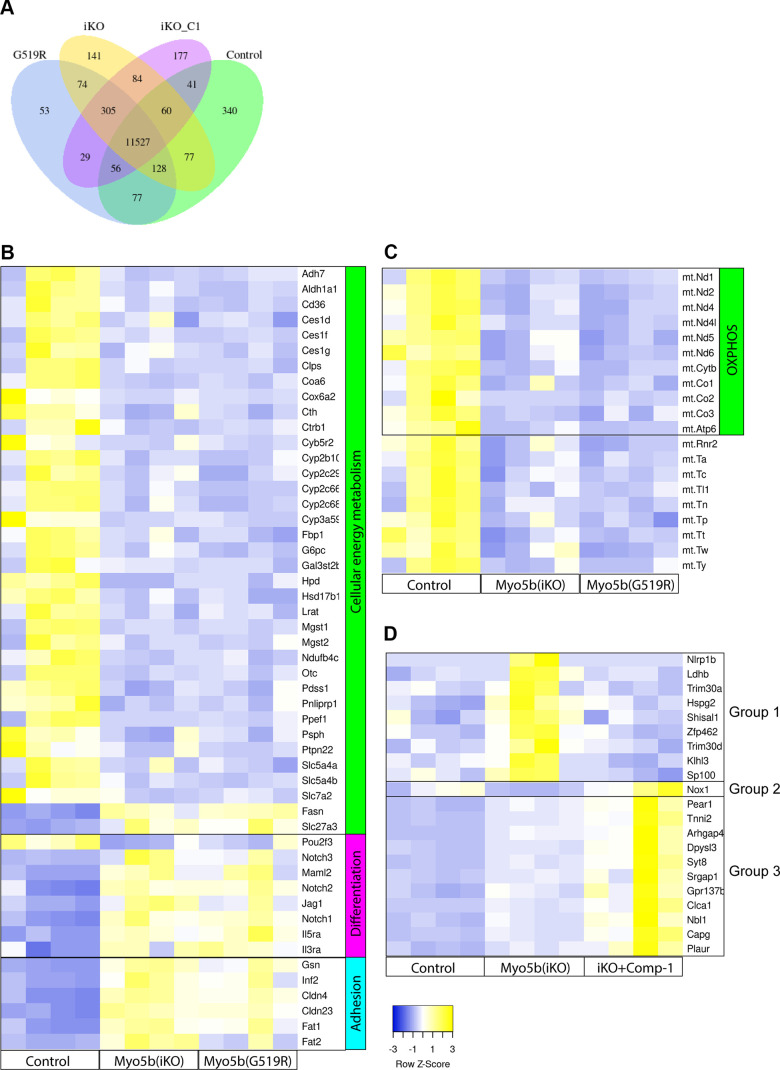
Transcription signatures in MYO5B-inactivated enteroids show the defects of cellular energy metabolism. *A*: summary of differential expression genes in mouse enteroids. Four individual cultures from four mice of each group are analyzed; iKO represents MYO5BΔIEC, iKO_C1 is Compound-1-treated MYO5BΔIEC, G519R is MYO5B(G519R), and Control is healthy littermates. *B*: selected transcription signatures in enteroids generated from MYO5BΔIEC (iKO) and MYO5B(G519R) mice. *C*: mitochondrial gene transcriptions including most OXPHOS metabolic genes were significantly decreased in both iKO and MYO5B(G519R) enteroids. *D*: MYO5B-deficient enteroids were treated with Compound-1 (100 nM) or vehicle for 2 days. Group 1 genes are significantly increased by MYO5B loss and decreased by Compound-1 treatment. Only *Nox1* is decreased by MYO5B loss and reversed by Compound-1, whereas Group 3 genes are increased by MYO5B loss and further increased by Compound-1. *N* = 4 mice per each genotype. iKO, induced knockout; MYO5B, myosin Vb; OXPHOS, oxidative phosphorylation.

MYO5BΔIEC enteroids were treated with Compound-1 (100 nM) for 2 days during differentiation to evaluate direct LPAR5 targets in enterocytes. 

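For the Compound-1 treatment, 4 MYO5BΔIEC cultures were kept in differentiation medium with Compound-1 at 100 nM over 2 days and compared with the 4 MYO5BΔIEC cultures without it and, in a separate fit, with the 4 controls. The cultures of each group carry the numbers 1 to 4 in the labels, and these numbers were not used to pair them. Within groups, the correlation of log2 CPM between cultures across genes was 0.917 to 0.991 in control, 0.951 to 0.980 in MYO5BΔIEC and 0.941 to 0.974 in treated enteroids. Treated MYO5BΔIEC enteroids differed from control in 5275 of 17937 genes at an edgeR adjusted p under 0.05, of which 2820 were higher and 2455 lower. Leaving out 1 culture gave between 2957 genes (without control culture 3) and 7459 (without control culture 1).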

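Each of Lpar2 (ENSMUSG00000031861, chromosome 8, 69822429 to 69831102), Lpar5 (ENSMUSG00000067714, chromosome 6, 125067920 to 125082472) and Lpar6 (ENSMUSG00000033446, chromosome 14, 73237895 to 73243294) had counts in every one of the 16 cultures, and the lowest count of the 3 genes in any culture was 282 for Lpar2, 285 for Lpar5 and 397 for Lpar6. Lpar2 was at 9.89 ± 0.692 CPM (SD, n = 4) in control, 18.4 ± 1.58 in MYO5BΔIEC and 17.9 ± 5.31 in Compound-1-treated enteroids, with a log2 fold change of 0.84 (SE 0.14, edgeR adjusted p = 0.00313) in MYO5BΔIEC against control. Lpar5 was at 14.3 ± 5.00, 25.2 ± 4.75 and 27.2 ± 4.49 CPM in the same order, with 0.77 (SE 0.23, edgeR adjusted p = 0.0308) in MYO5BΔIEC against control. Lpar6 was at 23.6 ± 2.38, 15.3 ± 2.58 and 13.0 ± 1.23 CPM, with -0.68 (SE 0.17, edgeR adjusted p = 0.0133). For Lpar2 and Lpar6 every MYO5BΔIEC culture lay outside the range of the controls, and these calls were kept whichever culture was left out. The Lpar5 call was lost without MYO5BΔIEC culture 1 or 3 and without control culture 2, 3 or 4 (edgeR adjusted p = 0.0674 to 0.0884). Between treated and untreated MYO5BΔIEC enteroids the log2 fold changes were -0.06 (SE 0.21, edgeR adjusted p = 0.981) for Lpar2, 0.09 (SE 0.18, edgeR adjusted p = 0.975) for Lpar5 and -0.26 (SE 0.18, edgeR adjusted p = 0.83) for Lpar6. The first was 0.0904 without treated culture 2 and 0.0013 without MYO5BΔIEC culture 3, and the second was -0.0016 without MYO5BΔIEC culture 2.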

*Lpar2*, *Lpar5*, and *Lpar6* transcription was detected in all samples, and their transcripts were expressed at comparable levels among control, untreated, and Compound-1-treated MYO5BΔIEC enteroids. 

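Fig. 12B shows 35 genes of cellular energy metabolism as lower. In MYO5BΔIEC enteroids, 34 of the 35 were below control (the other, read as Hsd17b1 from a label that the figure partly cuts off, was at 0.74), with a median log2 fold change of -1.28, and 26 passed an edgeR adjusted p of 0.05. In MYO5B(G519R) enteroids, 34 of the 35 had enough counts to be tested, all of them below control with a median of -1.48, and 31 passed. In both models together 24 genes passed as lower. When adjusted over the list alone, 34 were lower in each model, which is not independent evidence because the study chose the list on these cultures. The number in both was 31 without control culture 1, 15 without MYO5BΔIEC culture 1, 12 without MYO5BΔIEC culture 2, 13 without control culture 2, 11 without control culture 3 and 11 without control culture 4. The other alternatives gave between 15, by limma on log2(FPKM + 1), and 33, by DESeq2, with 31 when no filter was used. The list holds members of the Ces1, Cyp2c and Slc5a4 families, between whose near-identical copies the counting could have split reads. The 74 nuclear genes of oxidative phosphorylation, a list fixed before the data were examined, had a median log2 fold change of -0.85 in MYO5BΔIEC, where 37 passed, all lower, and of -0.69 in MYO5B(G519R), where 28 passed, all lower. Respectively 57 and 33 were lower when adjusted over the list alone, with 1 and 0 higher. With the trend of expression on gene length removed from each culture, the medians were -0.32 and -0.21. Then 22 passed as lower in each model, with 1 higher in MYO5BΔIEC and 2 in MYO5B(G519R).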

Even though MYO5BΔIEC and MYO5B(G519R) enteroids were cultured in nutrient-rich medium and grown in a similar manner to control enteroids, numerous genes of energy metabolic enzymes were significantly downregulated by functional loss of MYO5B (Fig. 12, *B* and *C*). 

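Fasn (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547), which encodes fatty acid synthase, was at 222 ± 36.9 CPM (SD, n = 4) in control, 545 ± 112 in MYO5BΔIEC and 599 ± 45.1 in MYO5B(G519R) enteroids. The change was 1.24 (SE 0.19, edgeR adjusted p = 0.00216) on the log2 scale in MYO5BΔIEC and 1.35 (SE 0.15, edgeR adjusted p = 0.00181) in MYO5B(G519R). Slc27a3 (ENSMUSG00000027932, chromosome 3, 90385239 to 90389938), which encodes a fatty acid transporter of the Slc27 family, was at 2.27 ± 0.348, 5.77 ± 1.65 and 5.77 ± 1.64 CPM, with log2 fold changes of 1.30 (SE 0.26, edgeR adjusted p = 0.00548) and 1.27 (SE 0.24, edgeR adjusted p = 0.0058). For both genes every culture of each model was above every control culture, and no call was lost when 1 culture was left out. Among 16 lipogenesis genes fixed as a list beforehand, which includes Fasn, 10 were higher and 6 lower in MYO5BΔIEC, with 6 higher and 1 lower at an edgeR adjusted p under 0.05. In MYO5B(G519R), 11 were higher and 5 lower, with 8 passing as higher. Adjusted over the list alone, 6 passed as higher in MYO5BΔIEC and 8 in MYO5B(G519R), each with 1 lower. With the trend of expression on gene length removed, 3 passed as higher and 0 as lower in MYO5BΔIEC, and 7 as higher and 1 as lower in MYO5B(G519R).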

On the contrary, fatty acid synthesis genes, *Fasn* and *Slc27a3,* were significantly upregulated in both enteroid models similar to the transcriptional signatures in the epithelial cells from MYO5BΔIEC tissues (Fig. 12*B*). Furthermore, 20 mitochondrial genes, including the oxidative phosphorylation (OXPHOS) pathway, were significantly decreased in both MVID model enteroids, indicating that functional MYO5B loss affects mitochondrial activity and cellular energy metabolism of the epithelial cells (Fig. 12*C*). In contrast, *Hmgcs2* expression was comparable between control and MYO5B-deficient enteroids with and without Compound-1, suggesting that the ketogenic pathway is maintained under enteroid culture conditions unlike what is observed in mouse tissues.

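All 20 mitochondrial genes of Fig. 12C, which are encoded by the mitochondrial genome and comprise 11 protein-coding genes, mt-Rnr2 and 8 transfer RNA genes, were below control in both models. The median log2 fold change was -1.20 in MYO5BΔIEC, with 18 genes at an edgeR adjusted p under 0.05, and -1.29 in MYO5B(G519R), with all 20. The 18 genes passed in both models, and adjusted over the list alone all 20 did, which is not independent evidence because the study chose the list on these cultures. The number in both was 11 without MYO5BΔIEC culture 2, 11 without control culture 3 and between 12 and 20 in the other fits that left out 1 culture. Changes across all genes followed gene length, with a Spearman correlation between log2 fold change and length of 0.314 in MYO5BΔIEC and 0.289 in MYO5B(G519R) over 11214 genes. With this trend removed from each culture, the medians of the 20 genes were -0.53 and -0.75, 3 genes passed in MYO5BΔIEC, 12 in MYO5B(G519R) and 3 in both. The trend was fitted on nuclear protein-coding genes, and genes shorter than nearly all of these took its value at the short end. For mitochondrial genes, among them the 8 transfer RNA genes, the correction is thus carried over from nuclear genes and may not hold. DESeq2 and a fit of all 4 groups each called all 20 in both models, and limma on log2(FPKM + 1) called 6. Reads from nuclear copies of mitochondrial sequence could be counted on either copy. From these decreases in both models, the paper concludes that functional MYO5B loss affects mitochondrial activity and the energy metabolism of the epithelial cells (Fig. 12C).

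**Figure D1:**
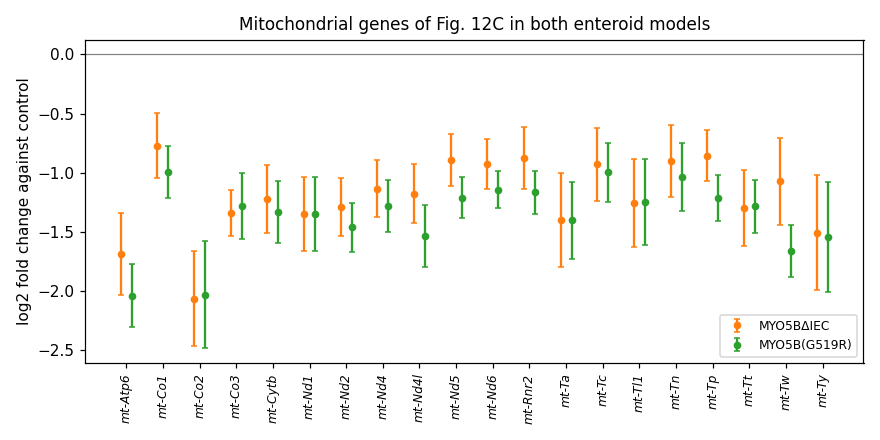
Log2 fold change against control of each of the 20 mitochondrial genes of Fig. 12C in MYO5BΔIEC and MYO5B(G519R) enteroids. Points are edgeR estimates from 4 cultures against 4, bars are standard errors, and the horizontal line marks no change. All 20 genes lie below the line in both models on this scale.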

Both MYO5BΔIEC and MYO5B(G519R) enteroids showed significantly downregulated *Pou2f3* expression and upregulated *Notch1*, *Notch2*, *Notch3*, *Jag1*, and *Maml2*, indicating that tuft cell lineage differentiation was likely blocked through abnormally enhanced Notch signaling. 

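Pou2f3 (ENSMUSG00000032015, chromosome 9, 43123939 to 43210369), a transcription factor of the tuft cell lineage, was at 4.61 ± 0.852 CPM (SD, n = 4) in control, 2.31 ± 0.745 in MYO5BΔIEC and 2.88 ± 0.891 in MYO5B(G519R) enteroids. Its log2 fold change was -1.04 (SE 0.27, edgeR adjusted p = 0.0166) in MYO5BΔIEC, where the call was lost without MYO5BΔIEC culture 2 and without control culture 4 (edgeR adjusted p = 0.0557 in both fits). In MYO5B(G519R) it was -0.76 (SE 0.25, edgeR adjusted p = 0.0474), and 7 of the 8 fits that left out 1 culture lost the call at edgeR adjusted p values of 0.0539 (without control culture 2) or more. Without MYO5B(G519R) culture 4 the call was kept. Of the other alternatives, 3 lost this call, among them a fit of all 4 groups (edgeR adjusted p = 0.0746).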

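Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663) had log2 fold changes of 1.04 (SE 0.17, edgeR adjusted p = 0.00258) in MYO5BΔIEC and 0.97 (SE 0.15, edgeR adjusted p = 0.00266) in MYO5B(G519R), from 19.9 ± 3.81 CPM (SD, n = 4) in control. For Notch2 (ENSMUSG00000027878, chromosome 3, 98013527 to 98150361), at 14.1 ± 6.88 CPM in control, they were 1.22 (SE 0.27, edgeR adjusted p = 0.00832) and 1.17 (SE 0.28, edgeR adjusted p = 0.0127). Notch3 (ENSMUSG00000038146, chromosome 17, 32120820 to 32166880) rose from 1.00 ± 0.302 CPM to 20.6 ± 14.3 in MYO5BΔIEC and 12.7 ± 7.96 in MYO5B(G519R), log2 fold changes of 4.31 (SE 0.55, edgeR adjusted p = 0.00144) and 3.57 (SE 0.45, edgeR adjusted p = 0.00192). Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644), at 16.5 ± 5.25 CPM in control, had log2 fold changes of 1.49 (SE 0.25, edgeR adjusted p = 0.00293) and 1.00 (SE 0.27, edgeR adjusted p = 0.0215), and the second lost its call without MYO5B(G519R) culture 3 (edgeR adjusted p = 0.0532) or without control culture 2, 3 or 4 (edgeR adjusted p = 0.0582, 0.0601 and 0.0587). Maml2 (ENSMUSG00000031925, chromosome 9, 13297957 to 13709388), at 0.445 ± 0.242 CPM in control, had 2.54 (SE 0.41, edgeR adjusted p = 0.00242) and 2.45 (SE 0.48, edgeR adjusted p = 0.00643). For all 5 genes every culture of either model was above every control culture. Of 10 Notch target genes fixed as a list, 7 were tested, and 3 were higher and 4 lower in each model, with 2 higher and 1 lower at an edgeR adjusted p under 0.05. Notch1 and Notch3 are the higher pair. Adjusted over the list alone, 2 were higher and 1 lower in each model.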

Other remarkably upregulated genes associated with functional MYO5B loss are implicated in a proinflammatory response and abnormal cell-cell adhesion, including *Mcam, Plaur, Fat1, Fat2, Inf2, Col4a, Col4a2*, *Cldn4*, and *Cldn23*, which were very low or at undetectable levels in control enteroids (Figs. 12*B* and ). 

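The name Col4a was taken as Col4a1, the neighbor of Col4a2. All 9 genes were higher in both models at an edgeR adjusted p under 0.05, with a median log2 fold change of 1.99 in MYO5BΔIEC and 1.67 in MYO5B(G519R). Adjusted over the list alone, all 9 passed in both, which is not independent evidence because the study chose the genes on these cultures. Mcam (ENSMUSG00000032135, chromosome 9, 44134469 to 44142727) was at 1.25 ± 0.657 CPM (SD, n = 4) in control, 54.7 ± 27.3 in MYO5BΔIEC and 27.77 ± 20.1 in MYO5B(G519R), with log2 fold changes of 5.39 (SE 0.54, edgeR adjusted p = 0.0011) and 4.39 (SE 0.56, edgeR adjusted p = 0.00194). Fat2 (ENSMUSG00000055333, chromosome 11, 55250609 to 55336564) was at 0.0971 ± 0.0999, 1.83 ± 0.434 and 0.712 ± 0.651 CPM, with 4.14 (SE 0.66, edgeR adjusted p = 0.0024) and 2.77 (SE 0.88, edgeR adjusted p = 0.0427), and its call in MYO5B(G519R) was kept only without MYO5B(G519R) culture 4 or control culture 1, with edgeR adjusted p values up to 0.15 (without MYO5B(G519R) culture 3). The highest count of Fat2 in a control culture was 7. Col4a1 (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826) and Col4a2 (ENSMUSG00000031503, chromosome 8, 11312805 to 11449287), which overlap at their ends on opposite strands, were at 2.64 ± 1.96 and 1.75 ± 1.21 CPM in control, with log2 fold changes of 2.57 and 2.83 in MYO5BΔIEC and 2.72 and 3.29 in MYO5B(G519R). The call of Col4a1 in MYO5BΔIEC (edgeR adjusted p = 0.0165, edgeR) was lost without control culture 3 (edgeR adjusted p = 0.0523).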

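In control enteroids, Cldn4 (ENSMUSG00000047501, chromosome 5, 134945119 to 134946934) was at 99.5 ± 35.8 CPM (SD, n = 4), Fat1 (ENSMUSG00000070047, chromosome 8, 44935447 to 45052257) at 116 ± 61.1, Inf2 (ENSMUSG00000037679, chromosome 12, 112588784 to 112615557) at 24.5 ± 9.12, Plaur (ENSMUSG00000046223, chromosome 7, 24462484 to 24475968) at 13.5 ± 5.57 and Cldn23 (ENSMUSG00000055976, chromosome 8, 35824712 to 35826559) at 11.5 ± 2.77. The lowest count of these 5 genes in a control culture was 234, for Cldn23. The log2 fold change of Cldn4 was 1.70 (SE 0.22, edgeR adjusted p = 0.00149) in MYO5BΔIEC and 1.45 (SE 0.22, edgeR adjusted p = 0.00272) in MYO5B(G519R). For Fat1 it was 1.96 and 1.67, for Inf2 1.99 and 1.63, and for Cldn23 1.68 and 1.46. For Plaur it was 1.14 (SE 0.25, edgeR adjusted p = 0.00784) and 1.04 (SE 0.26, edgeR adjusted p = 0.0171), and the call in MYO5B(G519R) was lost without MYO5B(G519R) culture 3 (edgeR adjusted p = 0.0537), control culture 2 (edgeR adjusted p = 0.0512) or control culture 3 (edgeR adjusted p = 0.0541). Every culture of either model was above every control culture for each of these 5 genes.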

Differentially expressed gene lists of enteroids were compared with the previous datasets of isolated epithelial cells from MYO5BΔIEC mouse jejunum (GSE139302) (12) (Supplemental Table S4). Mutual 661 genes were significantly up- or downregulated by MYO5B loss in tissues and enteroid cultures (Fig. 13, *A* and *B*; Supplemental Table S5). Those 661 genes included Notch signaling molecules and proinflammatory markers as listed earlier, suggesting that these cell-stress signaling pathways are dependent on cell-autonomous MYO5B function and independent of nutrient availability. Important chemokines, *Ccl9* and *Ccl25*, were markedly downregulated in both MYO5B-deficient enterocytes and epithelial tissues, implicating the direct influence of MYO5B loss on epithelial-immune cross talk through chemokine signaling. 

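In the enteroids, Ccl9 (ENSMUSG00000019122, chromosome 11, 83572919 to 83578636) was at 66.8 ± 39.9 CPM (SD, n = 4) in control, 13.2 ± 3.29 in MYO5BΔIEC and 18.4 ± 5.87 in MYO5B(G519R). Its log2 fold change was -2.402 (SE 0.49, edgeR adjusted p = 0.00613) in MYO5BΔIEC, and the call was kept in all 8 fits that left out 1 culture. In MYO5B(G519R) it was -1.95 (SE 0.51, edgeR adjusted p = 0.0192), and the call was lost without MYO5B(G519R) culture 2 (edgeR adjusted p = 0.0581), MYO5B(G519R) culture 3 (0.063), control culture 3 (0.0507) or control culture 4 (0.0564). The 4 control cultures ranged from 13.7 to 109 CPM and overlapped with both models. Ccl25 (ENSMUSG00000023235, chromosome 8, 4325210 to 4360020) was at 399 ± 145 CPM in control, 202 ± 38.1 in MYO5BΔIEC and 184 ± 4.23 in MYO5B(G519R). In log2 terms it changed by -1.21 (SE 0.27, edgeR adjusted p = 0.0104) in MYO5B(G519R), with the call kept in all 8 such fits. In MYO5BΔIEC it was -1.03 (SE 0.29, edgeR adjusted p = 0.0233), and the call was kept only without MYO5BΔIEC culture 3 or control culture 1, with edgeR adjusted p values up to 0.075 (without MYO5BΔIEC culture 2). The control cultures ranged from 186 to 508 CPM for this gene and also overlapped with both models. The epithelial cells isolated from tissue were not analysed here.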

In vitro Compound-1 treatment significantly reversed several inflammation-related genes, such as *Nlrp1b*, *Ldhb*, *Hspg2*, and *Trim30*, suggesting that Compound-1 improves some epithelial cell deficits induced by MYO5B loss (Fig. 12*D*).

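Nlrp1b (ENSMUSG00000070390, chromosome 11, 71153102 to 71230733) had no counts in any of the 4 control or 4 treated cultures. In MYO5BΔIEC enteroids it was at 0, 4.59, 7.52 and 0.0302 CPM in the 4 cultures, and in MYO5B(G519R) at 2.59 to 5.36 CPM. Against the level that 3 counts allow, it was at least 31.4-fold higher in MYO5BΔIEC than in control (edgeR adjusted p = 0.036) and at least 39.7-fold higher in MYO5B(G519R) (edgeR adjusted p = 0.00177), and the first call was lost without control culture 2, 3 or 4 (edgeR adjusted p = 0.0652 to 0.0695) and with robust empirical Bayes (edgeR adjusted p = 0.0671). Without MYO5BΔIEC culture 2 or 3, the 2 with more than 1 count, and with filterByExpr, the gene had too few counts to be tested in this comparison. Treated against untreated MYO5BΔIEC enteroids gave an adjusted p of 0.532 by edgeR and 0.225 by DESeq2, with a range over all alternatives of 0.0541 to 1. Ldhb (ENSMUSG00000030246, chromosome 6, 142490249 to 142507957) was at 0.773 ± 0.418 CPM (SD, n = 4) in control, 3.15 ± 1.81 in MYO5BΔIEC and 0.971 ± 0.283 in treated enteroids. Its log2 fold change was 1.97 (SE 0.58, edgeR adjusted p = 0.0283) in MYO5BΔIEC against control, with the call lost without MYO5BΔIEC culture 2 or 3 or control culture 2 or 4 (edgeR adjusted p up to 0.0881) and with donor sex as a covariate (edgeR adjusted p = 0.0539), and -1.73 (SE 0.47, edgeR adjusted p = 0.532) with Compound-1. Hspg2 (ENSMUSG00000028763, chromosome 4, 137468769 to 137570630) was at 21.6 ± 9.86, 76.6 ± 26.2 and 35.8 ± 10.6 CPM, with 1.78 (SE 0.31, edgeR adjusted p = 0.00343) in MYO5BΔIEC and -1.13 (SE 0.27, edgeR adjusted p = 0.532) with Compound-1.
The name Trim30 was taken as Trim30a (ENSMUSG00000030921, chromosome 7, 104409025 to 104465193) and Trim30d (ENSMUSG00000057596, chromosome 7, 104470014 to 104507849), the paralogs shown in Fig. 12D, between which the counting could have split reads. Trim30a was at 0.461 ± 0.282 CPM (SD, n = 4) in control, 1.69 ± 1.32 in MYO5BΔIEC and 0.261 ± 0.247 in treated enteroids, with log2 fold changes of 1.81 (SE 0.71, edgeR adjusted p = 0.0819) in MYO5BΔIEC and -2.72 (SE 0.82, edgeR adjusted p = 0.532) with Compound-1. Trim30d was at 7.39 ± 2.63, 19.4 ± 9.28 and 7.97 ± 2.97 CPM, with 1.34 (SE 0.35, edgeR adjusted p = 0.0183) and -1.32 (SE 0.37, edgeR adjusted p = 0.532). The call of Trim30a in MYO5BΔIEC changed without MYO5BΔIEC culture 4 (edgeR adjusted p = 0.0219) and that of Trim30d without control culture 3 (edgeR adjusted p = 0.0556). By DESeq2 the adjusted p with Compound-1 was 0.0377 for Ldhb, 0.0243 for Hspg2, 0.0491 for Trim30a and 0.0461 for Trim30d. Over all alternatives these adjusted p values reached 1, their range starting at the DESeq2 value. For Hspg2 and Trim30d every treated culture was below every untreated one. From the reversal of these genes, the paper proposes that Compound-1 improves some of the epithelial deficits that follow MYO5B loss (Fig. 12D).

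**Figure D2:**
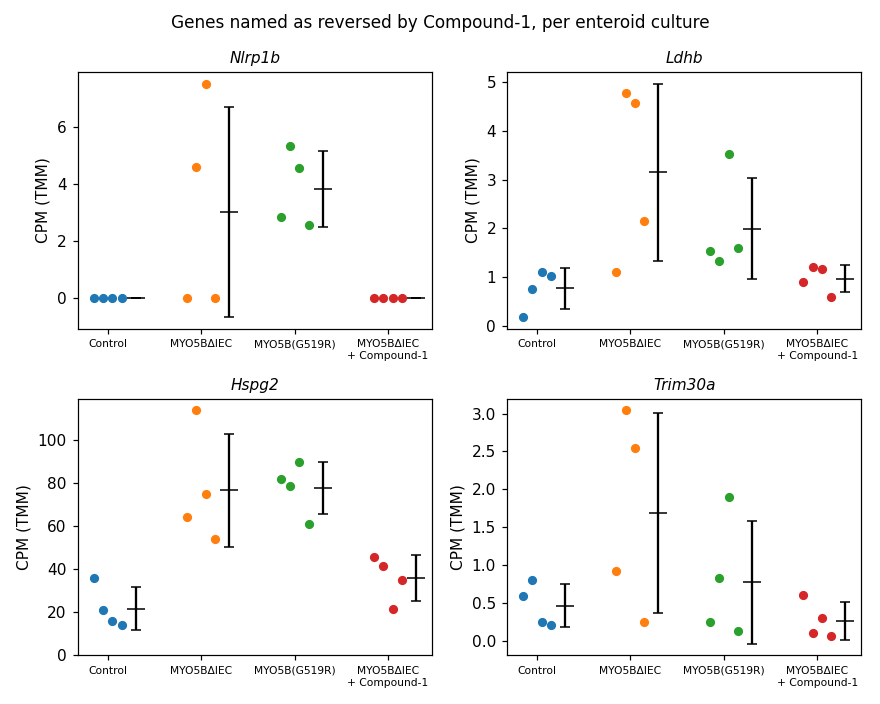
Level of Nlrp1b, Ldhb, Hspg2 and Trim30a in each of the 16 enteroid cultures, in CPM on the TMM scale. Each point is 1 culture, in the order 1 to 4 within its group, and the horizontal mark with its bar is the group mean and SD (n = 4). Nlrp1b is at 0 in all control and treated cultures and above 2 CPM in 2 MYO5BΔIEC and 4 MYO5B(G519R) cultures.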

**Figure 13.**
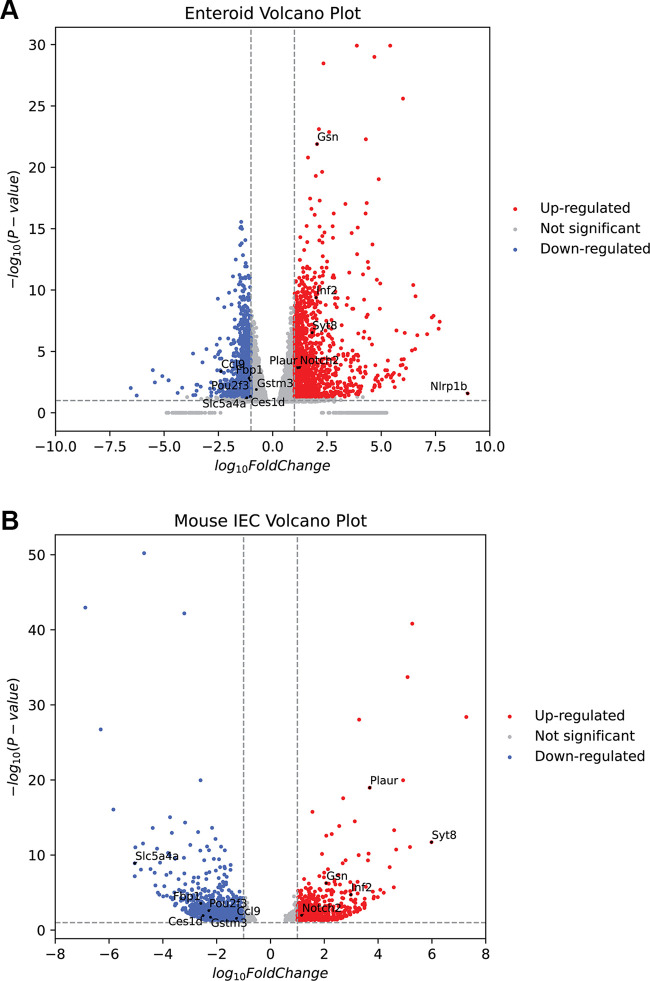
Differential expression of genes in MYO5BΔIEC enteroids (*A*) and epithelial cells isolated from jejunal tissues (*B*) compared with each control sample. Mutual genes of interest that are up- or downregulated in MYO5B-deficient epithelial tissues and enteroids were marked as black dots. MYO5B, myosin Vb.

## DISCUSSION

### Impact of MYO5B Loss on Epithelial Cellular Metabolism

Augmenting absorptive function is a critical goal for the treatment of chronic diarrhea and malabsorption. However, enterocyte cellular development pathways have not been well considered as therapeutic targets of congenital diarrheal diseases. We have recently shown that the disrupted epithelial cell differentiation and enterocyte maturation in the MYO5B-deficient intestine is likely another pathology that underlies the malabsorption symptoms of MVID (12, 13), in addition to MYO5B-mediated transporter trafficking defects investigated in differentiated cells (44, 45). The present study further indicates that fatty acid oxidation (FAO) and mitochondrial structure of intestinal epithelial cells are significantly impaired following MYO5B defects in tissues and enteroids of both MVID mouse models. These metabolic defects are consistent between knockout and a point mutant (G519R) of MYO5B, which recapitulate patients with MVID. Recent studies have revealed that FAO and mitochondrial metabolism are essential for stem cell maintenance and differentiation (33, 37), suggesting that MYO5B-mediated vesicle trafficking is involved in the cellular metabolic pathways of intestinal stem cells.

The specific functions of MYO5B in intestinal progenitor cells have not been well characterized. Our TEM images demonstrated damaged mitochondria in crypt progenitor cells in mouse and patient tissues with MYO5B defects (Figs. 1*A* and 2). Previous studies demonstrate that myosin V sequesters the BCL-2-modifying factor (BMF) protein, which binds and inactivates mitochondria, leading to apoptosis in intestinal epithelial cells (46, 47). These studies suggest that MYO5B loss can indirectly impair mitochondria. Furthermore, in enteroid models of two MYO5B loss-of-function mice [MYO5B(G519R) and MYO5BΔIEC], significant decreases in energy metabolic enzymes and mitochondrial OXPHOS genes were identified, whereas cell adhesion and cytoskeleton molecules were upregulated (Fig. 12, *A* and *B*). Together, these alterations likely underlie the cell lineage differentiation deficits. Similarly, these enteroid models showed a significant increase in Notch signaling molecules, which leads to the loss of tuft cell markers, such as *Pou2f3* and *Dclk1* (Fig. 12*A*) (48). 

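The 13 protein-coding genes of the mitochondrial genome, of which 11 are among the genes of Fig. 12C, had a median log2 fold change of -1.22 in MYO5BΔIEC and -1.28 in MYO5B(G519R), all 13 below control, with 11 at an edgeR adjusted p under 0.05 in each. Of these, 12 and 11 were lower when adjusted over the list alone. The 6 genes that Fig. 12B shows under cell adhesion, 5 of which are also among the 9 named in the text, were all higher in both models at an edgeR adjusted p under 0.05, with medians of 1.97 and 1.65. Adjusted over the list alone, which the study chose on these cultures, all 6 passed as well. With the gene length trend removed, 3 of the 13 mitochondrially encoded genes passed as lower in MYO5BΔIEC and 10 in MYO5B(G519R), and all 6 adhesion genes still passed in both models.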

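Dclk1 (ENSMUSG00000027797, chromosome 3, 55242364 to 55539068) was at 7.08 ± 4.40 CPM (SD, n = 4) in control, 6.30 ± 2.21 in MYO5BΔIEC and 6.56 ± 1.65 in MYO5B(G519R) enteroids. This is a log2 fold change of -0.21 (SE 0.39, edgeR adjusted p = 0.731) in MYO5BΔIEC and -0.19 (SE 0.38, edgeR adjusted p = 0.76) in MYO5B(G519R), smaller than the spread between cultures. The direction rested on control culture 1, at 13.3 CPM, without which the log2 fold changes were 0.28 and 0.34. Of 15 tuft cell marker genes fixed as a list, 13 were tested, of which 12 were lower in MYO5BΔIEC (median log2 fold change -0.79) and 13 in MYO5B(G519R) (median -0.56). At an edgeR adjusted p under 0.05, 2 were lower in MYO5BΔIEC and 3 in MYO5B(G519R). This was 2 and 1 when adjusted over the list alone. In treated against untreated MYO5BΔIEC enteroids 12 genes of the list were tested, 10 lower and 2 higher, with a median of -0.59. Of these, 0 passed over all genes and 3 passed as lower over the list alone. The paper's tuft cell counts with Compound-1 come from staining of mouse tissue and pig enteroids, not from these cultures. The list includes Pou2f3 and Dclk1, which the study names, and 8 of the 15 had a mean of at least 1 CPM over the 16 cultures.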

Supraphysiological activity of Notch signaling is associated with hyperproliferation of GI cancers (49). Consistent with this, our MVID patient-modeled pig [MYO5B(P663L)] enteroids demonstrated higher organoid forming rates and lower tuft cell numbers compared with wild-type pig enteroids (Fig. 11*C*). These observations suggest that MYO5B loss of function affects cellular metabolism and Notch signaling of epithelial progenitors, leading to disruption of proper cell lineage differentiation.

As shown in our RNA-sequencing data of both tissue epithelial cells and enteroids, important chemokine ligands, such as *Ccl9* and *Ccl25*, were significantly downregulated (Fig. 13). Enterocyte-produced CCL9 and CCL25 are required for the activation of gut-associated lymphoid tissues (GALTs) that support epithelial barrier function (50, 51). GALT abnormalities have not been reported in patients with MVID or animal models, but immune defects must be considered in long-term care. In future studies, the cross talk between MYO5B-deficient epithelial cells and the mucosal immune system should be addressed.

### Therapeutic Potential and Limitation of LPAR5 Activation in MVID

To support the impaired progenitor cell function by MYO5B loss, we have examined the effect of LPAR5 activation, which is required for intestinal stem cells (20). Treatment with the synthetic LPAR5 agonist Compound-1 similarly improved apical expressions of NHE3 and SGLT1 in the MYO5BΔIEC and MYO5B(G519R) mice (Fig. 5, *D* and *E*, and Fig. 7, *A*–*D*). Apical NHE3 trafficking is ameliorated by natural lysophosphatidic acid (LPA)(18:1) in MYO5BΔIEC mice (12), and LPAR5-deficient mice indicate that NHE3 trafficking is mediated by LPAR5 in healthy epithelial cells (16, 17). Our present study suggests that LPAR5 agonists can recover NHE3 localization in MYO5B knockout as well as point mutant MVID models, bypassing a MYO5B-mediated trafficking pathway. In addition, Compound-1 is a potential treatment for mislocalization of SGLT1, in which expression is limited to mature enterocytes (Fig. 7, *A*–*D*). Electrophysiological assays in the jejunum confirmed a significant improvement of SGLT1 activity by Compound-1 treatment in both MYO5BΔIEC and MYO5B(G519R) mice (Fig. 9*B*). SGLT1 is water permeable, and loss-of-function mutations of SGLT1 cause congenital diarrhea referred to as glucose-galactose malabsorption (52–54). The partial improvement of functional brush border by the Compound-1 treatment was further supported by the cellular distribution of mitochondrial marker NDUFB8 (Fig. 8). In Compound-1-treated MYO5BΔIEC and MYO5B(G519R) mouse tissues, NDUFB8 signals in the subapical area of enterocytes were correlated with an improved brush border structure. These observations suggest that ATP-dependent apical transporters and mitochondrial status were closely related and affected by the LPAR5 agonist Compound-1. LPAR5 activation may contribute to the functional maturation of absorptive enterocytes along with mitochondrial metabolism.

Despite these positive cellular effects, Compound-1 treatment had a limited effect on body weight loss only in MYO5B(G519R) male mice (Fig. 9*A*). MYO5BΔIEC mice and MYO5B(G519R) female mice still lost 12%–18% of original body weight within 4 days post tamoxifen. Although mechanisms underlying this sex- and genotype-specific effect of Compound-1 are still unclear, we speculate that nonepithelial cells are possibly activated to a different extent between males versus females and that the presence of mutant MYO5B(G519R) versus absence of MYO5B differently affects epithelial cell responses to Compound-1-targeted nonepithelial cells. Vagal afferent nerves are expressing LPAR5 and likely activated by systemic Compound-1 administration resulting in a reduced appetite. Additional nutrient supplementation and/or fluid therapy might be needed for total nutritional management.

Unlike the critical sodium transporters for water absorption, NHE3 and SGLT1, MUC13 localization was not remarkably improved by Compound-1 treatment (Fig. 10). These results suggest that the intestinal brush border function is not completely reestablished by LPAR5 activation alone. In wild-type adult mice, Compound-1 was detected in plasma 1 h after a bolus intraperitoneal injection (10 mg/kg) and disappeared (<10 ng/mL) within 6 h (data not shown). Compound-1 is designed as a metabolically stabilized LPA analog, and its half maximal Effective Concentration (EC_50_) on human LPAR5 shows higher potency (0.26 nM) than natural LPA(18:1) (55 nM) (24). Further analysis of Compound-1 kinetics in human cells and identification of LPAR3/LPAR5 expressing cell types in human tissues are required to develop clinical usage of this compound.

### Mechanism of Compound-1-Mediated Trophic Effect

Daily Compound-1 treatment increased villus/crypt ratio by 150% in the small intestine of MYO5BΔIEC but not in MYO5B(G519R) mice (Fig. 5*C*); therefore, we have performed RNA-sequencing on MYO5BΔIEC enteroids with or without Compound-1. Compound-1 treatment of MYO5BΔIEC enteroids significantly (log2 fold change > |1|, adjusted *P* < 0.05) altered 85 genes compared with vehicle treatment. Out of these 85 genes, 21 were differentially expressed in a comparison between MYO5BΔIEC and control enteroids (Fig. 12*C*). 

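By edgeR's quasi-likelihood test on the 4 treated and 4 untreated MYO5BΔIEC cultures, 0 of 18037 genes had an adjusted p under 0.05, and 1355 had an unadjusted p under 0.05 where 902 are expected by chance. The smallest adjusted p was 0.532. The count stayed at 0 in each of the 8 fits that left out 1 culture, with 805 (without treated culture 4) to 1977 (without treated culture 1) genes at an unadjusted p under 0.05. DESeq2, the tool named in the methods, was run as an alternative and called 100 genes, 92 of them with an absolute log2 fold change over 1. Of the 100, 51 were higher and 49 lower with Compound-1. With 1 culture left out, DESeq2 gave between 4 such genes (without MYO5BΔIEC culture 3) and 317 (without treated culture 2). It gave 311 without treated culture 1, 6 without treated culture 3, 17 without treated culture 4, 19 without MYO5BΔIEC culture 2 and 223 without MYO5BΔIEC culture 4. With shrunken fold changes DESeq2 called 85 genes, 54 of them over 1. Counts with 200 changed genes were also simulated at the depths and spread of the MYO5BΔIEC and control cultures, each gene drawn independently. There 13 of the 156 genes that edgeR called (8.33%) and 50 of the 216 that DESeq2 called (23.2%) were unchanged ones. The treated cultures were not part of this simulation, so these shares need not hold for the Compound-1 calls. Every culture of one group lay outside the range of the other for 508 genes (2.82%), where chance gives 2.86%.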

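With edgeR, 0 genes passed in both the Compound-1 comparison and MYO5BΔIEC against control at an absolute log2 fold change over 1, since none passed in the first (1355 at an unadjusted p under 0.05). With DESeq2, 30 genes passed in both, of which 10 were higher in MYO5BΔIEC and lowered by Compound-1, 1 was lower in MYO5BΔIEC and raised, and 19 were higher in MYO5BΔIEC and raised further. With shrunken fold changes DESeq2 gave 21 genes, out of the 54 over 1. Both comparisons use the same 4 MYO5BΔIEC cultures. Fig. 12D shows 21 genes, of which DESeq2 without shrinkage called 19 in the Compound-1 comparison and edgeR 0, with 20 at an unadjusted p under 0.05 and edgeR adjusted p values of 0.532 to 0.806. In MYO5BΔIEC against control edgeR called 16 of the 21.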

Highlighted genes, which were MYO5B loss-increased and Compound-1-reversed, were implicated in cellular stress responses induced by inflammation or infection. This result indicates that the trophic effect of Compound-1 treatment seen in vivo was partly mediated by a direct effect on stressed epithelial cells. In addition, Compound-1 significantly increased tuft cell differentiation in vivo in mouse models and in MVID pig enteroids (Fig. 11, *A* and *E*). These observations indicate an improvement of epithelial cell differentiation by LPAR5 activation in a cell-autonomous pathway.

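The 9 genes of group 1 in Fig. 12D were all higher in MYO5BΔIEC enteroids than in control, with a median log2 fold change of 1.54, and 5 passed an edgeR adjusted p of 0.05. All 9 passed when adjusted over the list alone. With Compound-1 all 9 were lower, with a median of -1.73. At an edgeR adjusted p under 0.05 over all genes 0 passed, and adjusted over the list alone 9 did, which is not independent evidence because the study chose the genes on these cultures. Nox1 (ENSMUSG00000031257, chromosome X, 134086421 to 134221956) was at 5.14 ± 3.49 CPM (SD, n = 4) in control, 1.24 ± 0.734 in MYO5BΔIEC and 11.6 ± 7.04 in treated enteroids. Its log2 fold change was -2.11 (SE 0.71, edgeR adjusted p = 0.0483) in MYO5BΔIEC, a call kept only without control culture 1 among the fits that left out 1 culture, with edgeR adjusted p values up to 0.133 (without control culture 4), and lost with robust empirical Bayes (edgeR adjusted p = 0.0536). With Compound-1 it was 3.20 (SE 0.52, edgeR adjusted p = 0.532), with an adjusted p of 2.3e-08 by DESeq2 and a range over all alternatives of 2.3e-08 to 1. The 11 genes of group 3 had a median of 1.67 in MYO5BΔIEC and then of 1.60 with Compound-1. Of these, 10 were higher in MYO5BΔIEC and higher still with Compound-1. The other, Arhgap4 (ENSMUSG00000031389, chromosome X, 73891442 to 73921870), was chosen after its values were seen, with -0.39 (SE 0.37, edgeR adjusted p = 0.474) in MYO5BΔIEC and -0.60 (SE 0.37, edgeR adjusted p = 0.806) with Compound-1.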

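Across 17495 genes tested in both, the log2 fold changes of MYO5BΔIEC against control and of treated against untreated MYO5BΔIEC enteroids had a Pearson r of -0.14 across genes, which are not independent replicates. Of the 4883 genes called in MYO5BΔIEC, 45.1% moved in the opposite direction with Compound-1. Because both comparisons share the 4 MYO5BΔIEC cultures, a compound without effect was simulated with these cultures shared. All counts were drawn from group means independently for each gene. The 20 simulations gave an r of -0.27 to -0.22 and an opposite share of 59.4% to 61.3%. These ranges leave out trends that run across genes within a culture. With the MYO5BΔIEC cultures divided so that each comparison had its own 2, r was 0.03 to 0.23 over the 6 ways and the opposite share 24.7% to 44.5%.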

Recent mouse studies of LPAR5-deficient mice have revealed that LPAR5 in both epithelial cells and mucosal immune cells is essential for intestinal stem cell function (20). Intestinal progenitor apoptosis is acutely induced in total LPAR5 knockout mice, and stem cell self-renewal and organoid formation are inhibited by Lgr5+ cell-targeted LPAR5 loss, suggesting that LPAR5 activity is required for intestinal epithelial homeostasis. Intriguingly, the decreased organoid-forming capability of total LPAR5 knockout mice is rescued by supplementation with wild-type lymphocytes, implicating the presence of a reversible LPAR5 signaling pathway in intestinal stem cells (20). In addition to LPAR5, Compound-1 has an agonistic effect on human LPAR3 (24), which is diminished in the MYO5BΔIEC intestinal epithelial cells (Fig. 4*D*). LPAR3 and LPAR5 are expressed in nonepithelial cells, such as in the immune and nervous systems (55, 56). Systemic treatment with Compound-1 may activate such nonepithelial cells, which in turn may affect local epithelial cell function.

In conclusion, the absence of MYO5B or a point mutation at MYO5B(G519R) leads to disruptions in intestinal progenitor cell metabolism and differentiation pathways. The LPAR5 agonist Compound-1 ameliorates the defects of epithelial differentiation and functional maturation via epithelial cell-autonomous and nonepithelial cells in several MVID models. The present study provides further insights into unexplored roles of MYO5B specifically in intestinal stem cells and cross talk between epithelial and mucosal immune cells.

## DATA AVAILABILITY

RNA-sequencing data are available on GEO (https://www.ncbi.nlm.nih.gov/geo/) with Accession No. GSE260706. Summary tables of the RNA-seq data are available on NIH Figshare repository (https://www.doi.org/10.6084/m9.figshare.26384263).

## SUPPLEMENTAL MATERIAL

Supplemental Fig. S1 and Supplemental Tables S1–S5: https://www.doi.org/10.6084/m9.figshare.26384263.

## GRANTS

This study was supported by Vanderbilt Digestive Diseases Research Center Pilot and Feasibility Program (P30 DK058404), Vanderbilt GI SPORE Career Enhancement Award (P50 CA236733), and NIH R01 DK128190 to I.K. and the gift from Volpe Foundation and the National Institute of Health (NIH) RC2DK118640 and R01 DK48370 to J.R.G.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

I.K. conceived and designed research; M.M., S.R.-K., A.B., F.A., C.R., and I.K. performed experiments; M.M., S.R.-K., M.E.B., J.T.R., and I.K. analyzed data; M.M., S.R.-K., A.B., M.E.B., F.A., J.T.R., and I.K. interpreted results of experiments; M.E.B., J.T.R., and I.K. prepared figures; M.M. and I.K. drafted manuscript; M.M., S.R.-K., A.B., M.E.B., F.A., J.R.G., J.T.R., and I.K. edited and revised manuscript; M.M., S.R.-K., A.B., M.E.B., F.A., C.R., J.R.G., J.T.R., and I.K. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

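RNA of 16 cultures of mouse jejunal enteroids was analyzed, 4 each from control, MYO5BΔIEC, MYO5B(G519R) and Compound-1-treated MYO5BΔIEC enteroids. According to the methods, the authors aligned paired-end reads to GRCm38 with STAR, and the deposited counts are reads per gene from HTSeq. The FPKM values were made by the authors from the same counts, by dividing by gene length and by one size per library. That size is not the sum of the counts, to which it has a ratio of 0.744 to 0.931. The tables hold 54532 genes, and the groups were taken from the sample labels. The files do not say how reads with several matching positions were treated, so values of close paralogs and of nuclear copies of mitochondrial sequence are uncertain.

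Counts were tested in R 4.3.3 with edgeR 4.0.16. Library sizes were normalized by TMM, genes with at least 10 counts in at least 2 of the libraries compared were kept, and groups were compared 2 at a time by the quasi-likelihood F test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Expressed genes were those with a group mean over 1 FPKM. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01. Counts with 200 changed genes were simulated at the depths and spread of the MYO5BΔIEC and control libraries. On these, edgeR called 143 of the changed genes (71.5%) and 94% of the 4-fold changes, and DESeq2 called 166 (83%). A gene absent from a library was given an upper limit of 3 counts.

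Genes are named one by one where the paper names them for the enteroids, and where they were the 2 that rose most and the 2 that fell most among the genes past the threshold with a mean of at least 1 CPM and no overlap between the groups. One gene that the paper names is not reported here, and counts over the named genes leave it out. Other genes are reported as lists. The lists from the figures and text were chosen by the study on these cultures, and the others were written beforehand: mitochondrially encoded and nuclear genes of oxidative phosphorylation, fatty acid oxidation, lipogenesis, cholesterol synthesis, markers of enterocytes, tuft, goblet, Paneth, enteroendocrine and stem cells, proliferation, regenerative and fetal genes, Notch targets, the interferon and estrogen responses, fibroblasts, immune cells and sex-linked genes. These choices and the alternatives were fixed before the data were examined, unless a result says otherwise.

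The alternatives were the Wald test of DESeq2 1.42.0, with and without shrunken fold changes, its size factors within edgeR, mitochondrially encoded genes left out of the library sizes, edgeR's filterByExpr, no filter, all 4 groups in 1 fit, the replicate number as a block, robust empirical Bayes, donor sex as a covariate, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), fry and camera with estimated correlation for gene sets, and each culture left out in turn. Added later were an offset for the trend of expression on gene length, and DESeq2 with donor sex or with each culture left out. The trend was fitted on nuclear protein-coding genes, for each library relative to the mean of the libraries in the fit. The 35 splits of each 8 libraries into 4 and 4 were all fitted. The epithelial cells isolated from tissue, which the paper sets beside the enteroids, were not analysed here.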

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

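The tests in this part were chosen only after the result was seen, apart from the splits of the libraries for the regenerative and fetal genes and the tests of gene length and library size for MYO5B(G519R) culture 3, which were added after the data were seen but before their own values.

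Among the named genes, 13 of 138 groups of 4 cultures had 1 culture set apart from the other 3 by more than Dixon's criterion allows at 95%, where chance gives about 6.9. Of these, 5 lie in MYO5B(G519R) culture 3. Its levels were 57.67 CPM for Mcam (14.88 to 20.03 in the other 3), 52.05 for Jag1 (28.1 to 30.06), 40.03 for Notch2 (30.81 to 31.92), 3.529 for Ldhb (1.339 to 1.589) and 1.682 for Fat2 (0.3115 to 0.4887). It is the MYO5B(G519R) library whose expression relative to the mean of all libraries depends most on gene length, with a Spearman correlation of 0.362. With this trend removed from each library, 5 of the 5 genes were still set apart, which argues against the trend as the whole cause, and its total counts, 34.4 in units of 1e+06, lie within the range of the other 15 libraries. It is also the only female MYO5B(G519R) culture, and a difference of sex or donor stays open and was not tested.

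The other such values were, in control culture 1, 152.6 CPM for Cldn4 (75.15 to 88.39 in the other 3) and 5.582 for Cox6a2 (0.8503 to 1.541), and in control culture 4, 74.69 for Gm6969 (1.203 to 5.149). In MYO5B(G519R) culture 4, Nox1 was at 8.38 (1.004 to 1.82). Among the treated cultures they were 1.277 for Cox6a2 (0 to 0.06641) and 20.56 for Lpar5 (28.69 to 29.92) in culture 2, 16.22 for Notch3 in culture 3 (6.548 to 7.982) and 26.42 for Gm6969 in culture 4 (0.4886 to 0.7024). Gm6969 is a processed pseudogene, whose reads cannot be assigned to it with certainty. No biological explanation was tested for these single cultures.

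BC035947 was lower in MYO5B(G519R) than in MYO5BΔIEC enteroids, with a log2 fold change of -7.09 (edgeR adjusted p = 0.011), by a direct test of one model against the other. It was chosen after its values were seen. It had 26 to 57 counts in the MYO5BΔIEC cultures and 36 to 55 in the treated ones, against at most 1 in the MYO5B(G519R) cultures and at most 3 in the controls. Among the 8 fits that left out 1 culture, the call held only without MYO5BΔIEC culture 3 or 4, and the largest edgeR adjusted p was 0.129. The MYO5B(G519R) cultures had 4-OH-tamoxifen as well and their highest count was 1, which argues against the drug alone. A donor variant on chromosome 1 cannot be told apart from an effect of the genotype, because a variant of the gene alone needs no neighbor, and 0 other genes within 2.5 Mb separate these groups in the same way. Over the whole genome 21 of 19000 genes do, on 13 chromosomes, where 2.95 are expected by chance.

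The paper does not report on a list of 18 genes of regenerative and fetal epithelium, written beforehand, of which none is in another list or named by the study and 15 have a mean of at least 1 CPM here. All 15 tested were higher in MYO5BΔIEC enteroids, with a median log2 fold change of 1.48 and 12 past an edgeR adjusted p of 0.05, and all 15 in MYO5B(G519R), with a median of 0.95 and 10 past it. Adjusted over the list alone, 12 and 11 passed. With the 1 gene at the floor set to its bound, the medians were the same. With the gene length trend removed, 10 genes were still higher in both models, which argues against that trend as the whole cause. In 1 of the 35 splits of the libraries, the real one, as many of these genes passed, in MYO5BΔIEC and also in MYO5B(G519R). With Compound-1, 14 of the 15 were higher again, with a median of 0.79, of which 0 passed (11 when adjusted over the list alone). A response to 4-OH-tamoxifen, which 0 control cultures are recorded as having had, cannot be told apart from MYO5B loss.

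Rpl26 (ENSMUSG00000060938, chromosome 11, 68901583 to 68906989), outside the genes the paper discusses and chosen after its values were seen, was higher in MYO5B(G519R) than in control enteroids, with a log2 fold change of 3.30 (edgeR adjusted p = 0.000214). It was at 249.3 to 387.8 CPM in MYO5B(G519R), 25.2 to 40.6 in control and 11.9 to 23.08 in treated cultures. In MYO5BΔIEC it was at 14.68, 305.6, 357.9 and 12.12 CPM in cultures 1 to 4. Nlrp1b, at a distance of 2.25 Mb, had more than 3 counts in the same 2 MYO5BΔIEC cultures and in all 4 MYO5B(G519R) cultures. Within groups the levels of Rpl26 and Nlrp1b had a correlation of 0.953, and 0 of 10780 genes elsewhere followed Nlrp1b as closely. In 0% of 468 windows of the same width on other autosomes was there such a gene. A donor haplotype of this region that differs from the reference is therefore a candidate explanation for Nlrp1b, found and tested on the same data. Sex does not give this split, as Nlrp1b was on in 3 male and 3 female libraries, although the 2 MYO5BΔIEC cultures with counts are the 2 female ones. If it holds, the absence of Nlrp1b from all treated cultures could come from the donors and not from Compound-1.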

How the results depend on the processing

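The alternatives with gene length, DESeq2 with donor sex and DESeq2 with 1 culture left out were chosen after seeing the data. Treated against untreated MYO5BΔIEC enteroids gave 0 genes by edgeR, 100 by DESeq2 and 12 without a filter. Over a log2 fold change of 1 there were 92 by DESeq2, 12 without a filter and 54 with shrunken fold changes. DESeq2 with donor sex gave 44. Genes over 1 here and in MYO5BΔIEC against control went from 0 to 30 by DESeq2, 6 without a filter and 21 with shrunken fold changes. There was 1 in 1 of the 6 ways to divide the MYO5BΔIEC libraries. MYO5B(G519R) against MYO5BΔIEC gave 1 gene by edgeR, 4 by DESeq2 and 2 without a filter.

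The correlation of the models was 0.904, against 0.740 by DESeq2 and 0.754 without a filter, both of which kept genes with low counts. With the controls divided it was 0.668, 0.657, 0.650, 0.643, 0.637 and 0.599, and the genes called the same way in both fell from 3622 to 254, 696, 737, 551, 757 and 245. These fits hold 2 controls each. The mitochondrial genes lower in both models went from 18 to 3 with the gene length trend removed, to 6 by limma on log2(FPKM + 1), to 6 on log2(FPKM + 0.1) and to 20 by DESeq2 and in a fit of all 4 groups. The energy metabolism genes went from 24 to 15 by limma on log2(FPKM + 1), to 33 by DESeq2 and to 31 without a filter.

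Of 27 gene sets, camera at a preset correlation called 14 in MYO5BΔIEC and 14 in MYO5B(G519R) against control, 13 for Compound-1, 11 for treated enteroids against control and 12 for MYO5B(G519R) against MYO5BΔIEC. With the correlation estimated it called 0 in all 5 (6, 2, 5, 3 and 0 at an unadjusted p under 0.05). The rotation test fry called 11, 13, 0, 12 and 0, with 5 and 0 unadjusted where it called 0. The calls of camera at the preset correlation are therefore not used as evidence.

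With 1 culture left out, MYO5BΔIEC against control gave from 2963 genes (without MYO5BΔIEC culture 2) to 7474 (without control culture 1), MYO5B(G519R) against control from 2880 (without control culture 3) to 8146 (without control culture 1), treated against control from 2957 to 7459 and MYO5B(G519R) against MYO5BΔIEC from 0 to 2 (without MYO5BΔIEC culture 3). DESeq2 genes over 1 for Compound-1 went from 4 (without MYO5BΔIEC culture 3) to 317 (without treated culture 2). The genes called the same way went from 2001 to 6432, mitochondrial genes from 11 to 20, energy metabolism genes from 11 to 31, the correlation from 0.837 to 0.925 and shared expressed genes from 11458 to 11541. For Compound-1, edgeR gave 0 in all 8.

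The replicate numbers were not taken to pair the cultures. Correlations between same-numbered cultures were -0.24 to 0.17 in MYO5BΔIEC against control, -0.25 to 0.3 in MYO5B(G519R) against control, -0.2 to 0.082 for Compound-1, -0.19 to 0.12 for treated against control and 0.079 to 0.62 for MYO5B(G519R) against MYO5BΔIEC, and the donors of a pair had the same sex in 2, 1, 1, 1 and 3 of 4 pairs. With the number as a block, the counts were 3647, 3691, 0, 4401 and 1 genes (at an unadjusted p under 0.05, 1174 for Compound-1 and 2532 for MYO5B(G519R) against MYO5BΔIEC, which was 772 without the block), 14, 15, 11, 11 and 15 gene sets, a correlation of 0.894, 2740 genes the same way, 19 mitochondrial and 18 energy metabolism genes. The block also lost the calls of Fat2 in MYO5B(G519R) (edgeR adjusted p = 0.0827), and of Ccl25 (edgeR adjusted p = 0.0531) and Nox1 (edgeR adjusted p = 0.142) in MYO5BΔIEC, and of Gm6969 in both.

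Expressed genes in all 4 groups were 11527 at a group mean over 1 FPKM, 13042 over 0.5, 17034 over 0.1 and 10526 with every culture over 1. Of 1287 values for 72 results on named genes, 1175 kept direction and call, 87 were weaker, 20 stronger and 5 changed direction. With 1 culture left out, the log2 fold change with Compound-1 of Lpar2 ranged from -0.26 (without treated culture 3) to 0.0904 (without treated culture 2), with 0.0013 without MYO5BΔIEC culture 3, and that of Lpar5 from -0.0016 (without MYO5BΔIEC culture 2) to 0.20 (without treated culture 2). That of Dclk1 ranged from -0.47 (without MYO5BΔIEC culture 2) to 0.28 (without control culture 1) in MYO5BΔIEC, and from -0.41 (without control culture 2) to 0.34 (without control culture 1) in MYO5B(G519R).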

Differences from the paper's values

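The paper gives 85 genes changed by Compound-1 in MYO5BΔIEC enteroids, and edgeR gave 0 (1355 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the Wald test of DESeq2, the tool the paper's methods name, gave 92. The others did not close the gap: 54 with DESeq2's shrunken fold changes, 12 without a filter, and 0 with the rest. Shrunken fold changes at any size, counted after seeing the values, gave 85. With DESeq2 and 1 culture left out or donor sex as a covariate, also chosen after seeing the values, the count was 4 to 317 and 44.

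The paper gives 21 of these genes as also differing between control and MYO5BΔIEC enteroids, and edgeR gave 0. Over a log2 fold change of 1 in both comparisons, DESeq2 gave 30, and 21 with shrunken fold changes, 12 of which are shown in Fig. 12D. The paper states no such cut for the second comparison, and without it there DESeq2 gave 34. The 21 come from the 54 shrunken genes over 1. The 85 shrunken genes of any size shared 32 genes at any fold change in MYO5BΔIEC, and 27 over 1. Over 1 in both there were 6 without a filter, 1 in 1 of 6 ways with the MYO5BΔIEC libraries divided, and 0 with the rest. The discussion cites Fig. 12C for the 21 genes, which Fig. 12D shows.

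The paper presents Nlrp1b, Ldhb, Hspg2 and Trim30 as reversed by Compound-1. With edgeR none of them passed (adjusted p of 0.532 to 0.806 over the genes of Fig. 12D), and DESeq2 called Ldhb (DESeq2 adjusted p = 0.0377), Hspg2 (0.0243), Trim30a (0.0491) and Trim30d (0.0461) but not Nlrp1b (0.225). Nox1 was called by DESeq2 (2.3e-08) and without a filter (edgeR adjusted p = 0.0025). Trim30a was not called in MYO5BΔIEC against control by edgeR (0.0819), but was by DESeq2 (0.0255), with donor sex as a covariate (0.0236) and without MYO5BΔIEC culture 4 (0.0219). Fig. 12D places Arhgap4 among genes that rise further, and here it was lower in both comparisons (-0.39 and -0.60).

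The paper describes Lpar2, Lpar5 and Lpar6 as similar in control and MYO5BΔIEC enteroids, and here they changed by 0.84, 0.77 and -0.68 on the log2 scale. It describes the genes of inflammation and adhesion as nearly absent from control enteroids. Of these, Mcam, Fat2, Col4a1 and Col4a2 were low here too, at no more than 5.476 CPM in any control culture. Cldn4, Fat1, Inf2 and Plaur were at 99.5, 116, 24.5 and 13.5 CPM, and Cldn23 at 8.291 to 14.25 in the control cultures. The paper describes Dclk1 as lost from both models, and here its log2 fold changes were -0.21 (edgeR adjusted p = 0.731) and -0.19 (edgeR adjusted p = 0.76).

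The paper gives 20 mitochondrial genes as lower in both models, and edgeR called 18. DESeq2, a fit of all 4 groups, and edgeR without control culture 1 each called 20. Of the 35 energy metabolism genes that Fig. 12B shows as lower, edgeR called 24 in both models, DESeq2 33, edgeR without a filter 31 and edgeR without control culture 1 31.

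Fig. 13A labels its axis as log10 fold change. Its values, read by eye, are about 2.0 for Gsn and about -2.4 for Ccl9 in MYO5BΔIEC, and on the log2 scale those here were 2.03 and -2.402. The number of genes shared by all groups is about 12000 in Fig. 12A, read by eye, and 11527 here.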

Other observations

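The tests in this part were chosen only after the result was seen, apart from those of gene length for the mitochondrial, energy, inflammation and adhesion genes changed in both models and for all calls in MYO5BΔIEC and MYO5B(G519R), DESeq2 with donor sex, and the splits of the libraries for the genes DESeq2 called for Compound-1 that also differed in MYO5BΔIEC. Those of gene length and donor sex were added after the data were seen, but before their own values.

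The differences from control were tested on all 35 splits of each 8 libraries into 4 and 4. As many genes passed in 1 split, the real one, for MYO5BΔIEC against control (4910 genes, at most 7 in another split), for MYO5B(G519R) against control (4778, at most 1178) and for treated enteroids against control (5275, at most 855). The same holds for the mitochondrial genes in MYO5BΔIEC (18 against at most 0) and MYO5B(G519R) (20 against at most 7), and for the energy metabolism genes in MYO5BΔIEC (26 against at most 0) and MYO5B(G519R) (31 against at most 15), each with 1 split. Leaving out control culture 1 raised the first 3 counts to 7474, 8146 and 7459, and leaving out control culture 3 gave 2983, 2880 and 2957. The records name 4-OH-tamoxifen for the models and for 0 control cultures, so the drug cannot be told apart from MYO5B loss.

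For Compound-1 in MYO5BΔIEC enteroids, edgeR gave 0 genes (1355 at an unadjusted p under 0.05). Any of the 35 splits reaches a count of 0, so the number that do cannot decide anything here. Another split gave as many as 85. The 92 genes DESeq2 called over a log2 fold change of 1 were reached in 3 of the 35 splits, with 369 at most in another, and the 30 that also differed in MYO5BΔIEC in 5 of them, with 101 at most. With donor sex as a covariate DESeq2 gave 44, and 4 of the 24 assignments of the sexes to the libraries lowered the count as far, with a range of 22 to 324. The drop with the real sexes is thus not rare among the assignments, and an effect of sex cannot be told apart from that of another covariate of the same shape. MYO5B(G519R) against MYO5BΔIEC gave 1 gene, reached in 5 of the 35 splits, with 236 at most. For gene sets by camera at a preset correlation, as many were called in 7 splits for MYO5BΔIEC, 10 for MYO5B(G519R), 6 for Compound-1, 20 for treated against control and 11 for MYO5B(G519R) against MYO5BΔIEC.

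Expression relative to the mean of all 16 libraries varied with gene length in most libraries. The Spearman correlations were 0.114 in control culture 1 and -0.321, -0.358 and -0.37 in the other controls. They were 0.124 to 0.27 in MYO5BΔIEC, -0.152 to 0.362 in MYO5B(G519R) and -0.255 to 0.407 in treated cultures. Their signs are relative to that mean and do not show which libraries are biased. The genes in the lowest decile of length had median log2 fold changes of -0.54 in MYO5BΔIEC and -0.48 in MYO5B(G519R), and those in the highest 0.25 and 0.21. With the trend removed, the mitochondrial genes lower in both models went from 18 to 3, and the medians stayed below 0. A technical trend between libraries may account for most of these calls. The correction was fitted on nuclear genes, however, and may not hold for mitochondrial ones. In MYO5B(G519R) alone 12 of the 20 were still lower, which argues against the trend, as fitted on nuclear genes, as the whole cause there. The trend is not made by ribosomal protein and energy genes, since without them the 16 correlations had a slope of 0.943 on those with them. Its removal kept the calls of 17 energy metabolism genes and 9 inflammation and adhesion genes in both models. It gave 4765 calls in MYO5BΔIEC, among them 3803 of the 4910 first ones, and 4867 in MYO5B(G519R), among them 3972 of the 4778. This argues against the trend as the whole cause of these. Mitochondrially encoded genes left out of the library sizes gave 4912 and 4778 calls. A change in short transcripts with MYO5B loss itself stays open and was not tested.

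The correlation of the models was 0.904, and simulations with shared controls gave at most 0.54. These drew each gene independently and lack trends across genes within a library, so 0.54 is not an upper limit for shared controls. The correlation of MYO5BΔIEC against control with Compound-1 was -0.14. Simulations of a compound without effect, with the MYO5BΔIEC libraries shared, gave -0.27 to -0.219, so the negative sign is no evidence of reversal by Compound-1. The value was less negative than these simulations, and with the libraries divided r was 0.03 to 0.23. Because the simulations drew each gene independently and the divided fits reuse the same libraries, these values establish neither reversal nor further change across genes.

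Control culture 1 lay apart from the other controls, at 92.43 on the second principal component (13.6% of the variance) against -34.94 to -24.97. It had 2 counts of BC035947 and none of Nlrp1b, which argues against an exchange with an MYO5BΔIEC or MYO5B(G519R) culture, and its total counts, 31.9 in units of 1e+06, are within the range of the other controls. Mitochondrial and ribosomal protein genes took 6.41% and 6.98% of its counts, against 9.07% to 10.4% and 9.54% to 11.5% in the other 3. A difference between donors stays open and was not tested.

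Col4a1 was at 16.3 CPM in MYO5BΔIEC and 18.4 in MYO5B(G519R), while the highest level of Col1a1 or Col3a1 in any of these cultures was 0.469 CPM, which argues against fibroblast RNA as the source. Of the 12 genes of the fibroblast list, 2 had a mean of at least 1 CPM here, and of the 10 immune genes 2. Of the tested ones, 1 of 5 fibroblast genes passed as higher in MYO5BΔIEC, with 2 higher and 1 lower in MYO5B(G519R), and 1 of 4 immune genes passed as higher in MYO5BΔIEC (median log2 fold changes of 0.28, 0.04, 0.87 and 0.42).

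By the rule for the largest changes, Gm6969 and Cox6a2 fell most in both models. Axl and Rgs5 rose most in MYO5BΔIEC. Ano3 and Nlrp1b, the second described above, rose most in MYO5B(G519R). Gm6969, a processed pseudogene, had log2 fold changes of -4.73 in MYO5BΔIEC and -4.77 in MYO5B(G519R). Their size rests on control culture 4, at 74.69 CPM, without which they were -1.80 and -1.84. The calls were lost with donor sex as a covariate in MYO5BΔIEC (edgeR adjusted p = 0.0822), without MYO5BΔIEC culture 1, 2 or 3 (edgeR adjusted p = 0.0586, 0.0547 and 0.0512) or without any 1 of the MYO5B(G519R) cultures (up to 0.0711). Cox6a2 had -3.61 and -4.24, the first lost without MYO5BΔIEC culture 1, 2 or 3 (edgeR adjusted p = 0.0609, 0.0549 and 0.0507) or with the gene length trend removed (0.0625). Without control culture 1, the highest control, they were -2.64 and -3.24. Axl was at least 32.2-fold higher in MYO5BΔIEC and at least 16.8-fold in MYO5B(G519R), and Rgs5 at least 37.3-fold and 17.4-fold. Ano3 had 6.05 and 4.95. For Compound-1 no gene met the rule, with 0 past the threshold.

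The remaining lists had these median log2 fold changes in MYO5BΔIEC and MYO5B(G519R), with the genes past an edgeR adjusted p of 0.05: -0.29 (4 higher, 4 lower) and -0.40 (2 higher, 5 lower) for the 23 tested genes of fatty acid oxidation, -0.12 (3 higher, 0 lower) and 0.08 (3 higher, 0 lower) for the 17 tested genes of cholesterol synthesis, 0.34 (3 higher, 0 lower) and -0.08 (2 higher, 4 lower) for the 18 tested genes of enterocytes, -0.18 (2 higher, 2 lower) and -0.00 (2 higher, 3 lower) for the 10 tested genes of goblet cells, -0.46 (1 higher, 3 lower) and -0.60 (0 higher, 3 lower) for the 10 tested genes of Paneth cells, 0.14 (2 higher, 0 lower) and -0.35 (1 higher, 2 lower) for the 12 tested genes of enteroendocrine cells, 0.09 (2 higher, 2 lower) and 0.30 (2 higher, 1 lower) for the 10 tested genes of stem cells, -0.39 (0 higher, 6 lower) and -0.15 (1 higher, 4 lower) for the 16 tested genes of proliferation, 1.22 (5 higher, 0 lower) and 0.72 (1 higher, 1 lower) for the 16 tested genes of the interferon response, and 0.73 (5 higher, 1 lower) and 0.80 (6 higher, 0 lower) for the 8 tested genes of the estrogen response. With the gene length trend removed, the median changed sign for Paneth cells (0.31, 3 higher and 1 lower, and 0.06, 1 higher and 0 lower), for goblet cells (0.19 and 0.19), for enteroendocrine cells in MYO5B(G519R) (0.20, 1 higher and 0 lower), for stem cells in MYO5BΔIEC (-0.07) and for cholesterol synthesis in MYO5B(G519R) (-0.0018), so these directions are not firm. Of the 8 genes of differentiation in Fig. 12B, the medians were 1.35 and 1.13, with 6 and 7 higher and 1 lower in each model. Of the sex-linked lists, 1 female gene (0.21 and -0.98) and 4 male ones (-0.53 and -0.06) were tested, without a call. In treated against untreated MYO5BΔIEC enteroids, 16 of the 18 enterocyte genes were lower and 2 higher, with a median of -0.66. At an edgeR adjusted p under 0.05, 0 passed over all genes and 4 as lower over the list alone. All 10 goblet genes were higher, with a median of 0.61, and 0 passed over all genes and 1 over the list alone. The lists overlap with others in 2 tuft, 1 goblet, 1 stem and 3 Notch target genes. The median over all tested genes moved by less than 0.1 under each scaling.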
